# Reactivation of low avidity tumor-specific CD8^+^ T cells associates with immunotherapeutic efficacy of anti-PD-1

**DOI:** 10.1136/jitc-2023-007114

**Published:** 2023-08-16

**Authors:** Gessa Sugiyarto, Doreen Lau, Samuel Luke Hill, David Arcia-Anaya, Denise S M Boulanger, Eileen E Parkes, Edward James, Tim Elliott

**Keywords:** Antigen Presentation, Antigens, Neoplasm, Immune Checkpoint Inhibitors, Immune Tolerance, Lymphocytes, Tumor-Infiltrating

## Abstract

**Background:**

CD8^+^ T cells are a highly diverse population of cells with distinct phenotypic functions that can influence immunotherapy outcomes. Further insights on the roles of CD8^+^ specificities and TCR avidity of naturally arising tumor-specific T cells, where both high and low avidity T cells recognizing the same peptide-major histocompatibility complex (pMHC) coexist in the same tumor, are crucial for understanding T cell exhaustion and resistance to PD-1 immunotherapy.

**Methods:**

CT26 models were treated with anti-PD-1 on days 3, 6 and 9 following subcutaneous tumor implantation generating variable responses during early tumor development. Tetramer staining was performed to determine the frequency and avidity of CD8^+^ T cells targeting the tumor-specific epitope GSW11 and confirmed with tetramer competition assays. Functional characterization of high and low avidity GSW11-specific CD8^+^ T cells was conducted using flow cytometry and bulk RNA-seq. In vitro cytotoxicity assays and in vivo adoptive transfer experiments were performed to determine the cytotoxicity of high and low avidity populations.

**Results:**

Treatment success with anti-PD-1 was associated with the preferential expansion of low avidity (Tet^lo^) GSW11-specific CD8^+^ T cells with Vβ TCR expressing clonotypes. High avidity T cells (Tet^hi^), if present, were only found in progressing PD-1 refractory tumors. Tet^lo^ demonstrated precursor exhausted or progenitor T cell phenotypes marked by higher expression of Tcf-1 and T-bet, and lower expression of the exhaustion markers CD39, PD-1 and Eomes compared with Tet^hi^, whereas Tet^hi^ cells were terminally exhausted. Transcriptomics analyses showed pathways related to TCR signaling, cytotoxicity and oxidative phosphorylation were significantly enriched in Tet^lo^ found in both regressing and progressing tumors compared with Tet^hi^, whereas genes related to DNA damage, apoptosis and autophagy were downregulated. In vitro studies showed that Tet^lo^ exhibits higher cytotoxicity than Tet^hi^. Adoptive transfer of Tet^lo^ showed more effective tumor control than Tet^hi^, and curative responses were achieved when Tet^lo^ was combined with two doses of anti-PD-1.

**Conclusions:**

Targeting subdominant T cell responses with lower avidity against pMHC affinity neoepitopes showed potential for improving PD-1 immunotherapy. Future interventions may consider expanding low avidity populations via vaccination or adoptive transfer.

**WHAT IS ALREADY KNOWN ON THIS TOPIC**

- T cell avidity plays a crucial role in antigen recognition and influences the quality of TCR signaling and T cell metabolic fitness.

**WHAT THIS STUDY ADDS**

- Low avidity, tumor-specific CD8^+^ T cells are preferentially expanded in responders to PD-1 immunotherapy in preclinical studies.
- Low avidity T cells exhibit ‘precursor exhausted’ or progenitor phenotypes, high cytotoxic function, and are significantly enriched for pathways associated with TCR signaling, cytotoxic function and oxidative phosphorylation.

**HOW THIS STUDY MIGHT AFFECT RESEARCH, PRACTICE OR POLICY**

- Boosting low avidity populations and subdominant T cell responses may enhance treatment efficacy of anti-PD-1.

## Background

Immune checkpoints are inhibitory pathways crucial for the maintenance of self-tolerance and protection of tissues from overt immune destruction during pathogenic infections and tumor eradication.^1^ In antitumor immunity, the amplitude and duration of cytotoxic CD8^+^ T cell response to cancer is initiated through T cell receptor (TCR) recognition of specific antigenic peptides presented on major histocompatibility complex (MHC) class I molecules and is regulated by a balance between costimulatory and coinhibitory signals at the immunological synapse.^2^ Cancer can evade immune destruction via the expression of immune checkpoint proteins and other immunosuppressive molecules.^1^ The immune checkpoint protein programmed cell death 1 (PD-1) is a transmembrane glycoprotein of the immunoglobulin B7-CD28 family, which is important for regulating CD8^+^ T cell functions in peripheral tissues, such as the tumor microenvironment during the effector phase. PD-1 is highly expressed on regulatory T cells (Tregs) and is induced only on CD8^+^ T cells on activation. Increased PD-1 expression in tumor-infiltrating CD8^+^ T cells (TIL) has been associated with T cell exhaustion and poor clinical outcomes.^3^ Concurrently, high expression of the ligand PD-L1 has been reported in various cancers, as well as in immunosuppressive cell types such as Tregs, myeloid-derived suppressor cells and cancer-associated fibroblasts. Upregulation of PD-L1 in tumors is thought to be mediated by the negative feedback mechanisms of interferon gamma (IFNγ) signaling on TCR activation, which indirectly contributes to adaptive immune resistance.^4^

In recent years, monoclonal antibodies targeting PD-1 and PD-L1 have emerged as a promising approach for cancer treatment.^5^ This class of immunomodulatory drugs designed to enhance and maintain the cancer-killing ability of CD8^+^ TILs is increasingly used in clinics for the treatment of advanced cancers such as metastatic melanoma and mismatch-repair deficient colorectal cancer.^6 7^ However, variable responses to anti-PD-1/PD-L1 therapy have been observed in immunotherapy trials, even in tumors with a high mutational burden, suggesting that additional mechanisms contribute to resistance.^8 9^ Factors such as loss of MHC class I expression, poor antigen presentation, T cell dysfunction, and local immunosuppression are known to facilitate immune escape in PD-1 refractory tumors.^4^ Furthermore, CD8^+^ T cell activation in response to tumors is a double-edged sword where strong antigenic stimulation can result in T cell anergy.^10^

CD8^+^ TILs are a highly diverse population with distinct phenotypic functions and specificities across patients and within individual tumors.^11^ Notably, CD8^+^ TILs include subpopulations displaying varying levels of functional exhaustion, including ‘precursor exhausted’ cells that can respond to PD-1 immune checkpoint blockade. Thus, melanoma patients with high levels of precursor exhausted TILs respond better to anti-PD-1 than patients with lower levels, or with high levels of terminally exhausted TILs.^12^ Approaches to expand the population of tumor-specific precursor exhausted T cells could be one way to improve the response to checkpoint blockade. The relationship between CD8^+^ specificities, tumor escape via antigen loss (immunoediting) and treatment resistance is unknown. Recent evidence has shown that T cell fine-tuning of specificity (even within the same tumor-associated antigen) may be crucial for determining clinical outcomes for naturally induced cytotoxic T cells and those elaborated after immune checkpoint blockade; and certain specificities are associated with functional T cell phenotypes that are protective in the settings of HBV-specific cytotoxic T cell response in hepatocellular carcinoma and OVA-specific cytotoxic T cell response in the KP mouse model.^13 14^ Further progress in this field of immunotherapy will provide greater insights on the relationship between T cell specificity, tumor immune escape and treatment resistance.

We have previously described the evolution of tumor-specific CD8^+^ T cell response in BALB/c mice 7–22 days after subcutaneous implantation of autologous CT26 colorectal tumors.^15^ CD8^+^ T cells of multiple specificities were primed in the tumor-draining lymph nodes (t-DLN), and as the tumor progressed, the ratio of effector to exhausted phenotypes detectable in the t-DLNs decreased. At the tumor site, the CD8^+^ T cell response largely focuses on two epitopes of the murine leukemia virus glycoprotein gp70 (AH1 and GSW11) which together account for 60%–90% of CD8^+^ TILs between days 14 and 22. A majority of these TILs coexpressed the exhaustion markers PD-1, Tim-3 and LAG-3 and were non-functional (IFNγ negative) to an extent that precluded the detection of GSW11-specific CD8^+^ T cells using intracellular cytokine staining, although some AH1-specific T cells were detectable. In this sense, therefore, the GSW11 response is cryptic. We found that the IFNγ response of GSW11-specific CD8^+^ T cells was revealed when CT26 was inoculated subcutaneously in Treg-depleted recipients, which correlated well with protection and involved the selective expansion of low avidity clonotypes.^15^ CT26 is a heavily utilized preclinical model in immuno-oncology studies and has been critical for the preclinical development of several PD-1 antibodies where numerous reports have shown it to be moderately responsive to anti-PD-1.^16 17^ Therefore, we set out to investigate the involvement of the GSW11-specific responses in this setting.

## Methods

### In vivo challenge and treatment strategy

Studies were compliant with the UK National Cancer Research Institute Guidelines for Animal Welfare in Cancer Research and the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines. We used the ARRIVE1 checklist when writing our report.^18^ CT26.WT is a murine colorectal carcinoma cell line induced by *N*-nitroso-*N*-methylrethane treatment in BALB/c mice and was commercially sourced from ATCC. Cells were maintained in RPMI-1640 (Sigma), supplemented with 10% fetal bovine serum (GlobePharm), 2 mM L-glutamine and 1X penicillin/streptomycin (Sigma-Aldrich) and confirmed as mycoplasma-free. BALB/c mice were inoculated subcutaneously at the right flank with 10^5^ CT26.WT cells in endotoxin-free phosphate-buffered saline (PBS). Mice were treated with either 200 µg PD-1 mAb (RMP1-14, rat IgG2a, Bio X Cell) or PBS intraperitoneally on days 3, 6 and 9 after tumor implantation. Tumor growth was monitored from day 3 using caliper measurements. Only mice with palpable tumors were included in the experiments and subsequent analyses. Tumor progression or regression of anti-PD-1 treatment was determined using the Response Evaluation in Early Tumors (REET) based on a Tumor Control Index criterion.^19^ Please see online supplemental materials for further details.

10.1136/jitc-2023-007114.supp5 Supplementary data

### Tissue processing and flow cytometry

Tumors from CT26.WT tumor-bearing mice were harvested between days 10 and 12. Single-cell suspensions were prepared from the tumors using a gentleMACS Tumor Dissociation Kit (Miltenyi Biotec) and 40 µm cell strainers (Falcon, Thermo Fisher Scientific, USA) according to the manufacturer’s instructions. CD8^+^ T cell responses to AH1 (SPSYVYHQF; GenScript) or GSW11 (GGPESFYCASW; GenScript) were assessed using AH1 MHC dextramers (Immudex) and GSW11-specific tetramers (in-house),^15^ respectively, and IFN-γ production following peptide stimulation. CD8^+^ T cells, APCs and peptides were cultured together in the presence of brefeldin A (BD Biosciences) for 4 hours at 37°C. For further functional characterization of TILs, cells were harvested and washed twice before being incubated with an FcγR block (2.4G2; BD Biosciences) for 10 min at RT and stained with GSW11-specific tetramers for 30 min at 37°C, washed thrice and stained for the cell surface markers: CD3 (17A2, BioLegend); CD8 (63-6.7; BD Biosciences), PD-1 (RMPI-30; eBioscience), CD39 (24DMS1; eBioscience), and fixable viability dye for dead cells discrimination (Invitrogen) for 30 min on ice. The cells were fixed and permeabilized using the Cytofix/Cytoperm kit (BD Biosciences) before intracellular staining for the expression of: IFNγ (XMG1.2; BD Biosciences), Granzyme B (REA226, Miltenyi Biotec), T-bet (4B10; BioLegend), Eomes (W17001A, BioLegend) and Tcf-1 (S33-966, BD Biosciences). Flow cytometry was performed on an LSRFortessa (BD Biosciences), with appropriate lasers and filters, unstained and single-stained controls for compensation. Data were analyzed using FlowJo software (Tree Star, BD Biosciences).

### T cell receptor clonality

To assess the TCR clonality of GSW11-specific T cells that were already primed in the t-dLNs, we used a panel of 15 Vβ-specific antibodies (BD Biosciences). First, t-DLNs were harvested from anti-PD-1 treated mice with progressing versus regressing tumors at the study endpoint. Total CD8^+^ T cells were purified using CD8 magnetic-activated cell sorting based on negative selection (Miltenyi Biotec) according to the manufacturer’s instructions. Purified CD8^+^ T cells were stained with anti-CD8, GSW11-specific tetramers, and a Vβ-specific antibodies kit, followed by flow cytometry.

### In vitro and in vivo T cell cytotoxicity

Tumors and t-DLNs were harvested from anti-PD-1 treated mice (progressors and regressors) between days 10 and 12 to obtain single cell suspensions. Cells were stained with anti-CD8 and GSW11-specific tetramers for FACS sorting of Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ T cells (BD FACS Aria II) for in vitro and in vivo T cell cytotoxicity evaluation. For the in vitro T cell cytotoxicity assay, CT26 cells were stained with 3 µM 5,6-carboxyfluorescein diacetate succinimidyl ester (CFSE; Sigma-Aldrich), and cocultured with Tet^hi^ (pooled from five progressors) or Tet^lo^ (pooled from five regressors) GSW11-specific T cells separately at a 10:1 ratio of CFSE-labeled target cells to effector T cells at 37°C for 48 hours in the presence of 10 µM GSW11 peptide and 20 U/mL recombinant IL-2 (PeproTech). The cells were then stained with annexin V and propidium iodide and analyzed using flow cytometry to evaluate early and late apoptosis. In a separate experiment to determine cell death caused by T cell cytotoxicity, CT26 cells were stained with PKH26 (Sigma-Aldrich) according to the manufacturer’s instructions and incubated with Tet^hi^ and Tet^lo^ GSW11-specific T cells separately at a 10:1 ratio at 37°C for 4 hours. The cells were then stained with ToPro-3 iodide (Molecular Probes, Invitrogen) and analyzed by flow cytometry. To investigate T cell cytotoxicity in vivo, Tet^hi^ or Tet^lo^ GSW11-specific CD8^+^ T cells were adoptively transferred into CT26 tumor-bearing mice on day 1 postimplantation, with additional anti-PD-1 treatment on days 3 and 9 in a separate study. The treatment efficacy was determined based on tumor growth and survival monitoring until the study endpoint.

### RNA-seq and bioinformatics analysis

Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ T cells were sorted by FACS from regressing and progressing tumors and harvested into TRIzol reagent for bulk RNA-seq. Full-length libraries were prepared using the Smart-seq2 protocol as described by Picelli *et al*.^20^ Please see online supplemental materials for further details.

### Tetramer generation and tetramer competition assay

GSW11-specific tetramers based on a class I peptide-MHC single-chain trimer (SCT) construct containing H2-D^d^, β2m, and GSW11 peptide were generated according to.^15^ t-DLNs were harvested between days 10 and 12 from anti-PD-1 treated mice for the tetramer competition assay. CD8^+^ T cells were purified from single-cell suspensions via magnetic isolation using negative selection (Miltenyi Biotec). Purified CD8^+^ T cells were incubated with 50 nM dasatinib (Selleck Chemicals) to prevent TCR internalization before staining with anti-CD8, anti-TCR β-chain (H57-597; Biolegend) and 5 µg of PE-labeled GSW11-specific tetramers. After two washes, the cells were incubated with bleached tetramers at varying ratios of initial PE-labeled tetramers: 2.5, 5, 10 or 20 µg per test. The bleached tetramers were tested for no/minimal PE-fluorescence prior to use. TCR β-chain staining was performed to ensure that the decreasing levels of PE staining were due to outcompetition of fluorescently labeled tetramers and not due to TCR internalization.

### Biophysical measurement of T cell avidity

T cell avidity based on acoustic force spectroscopy and microfluidic lab-on-chip image-based tracking of labeled T cells was used for direct biophysical measurement of the binding interactions or force between effector T cells and target CT26 cells (Z-Movi Cell Avidity Analyzer, LUMICKS). Avidity measurements were performed on CD8^+^ T cells isolated from the t-dLNs of individual mice (regressors or progressors) following anti-PD-1 treatment. Please see online supplemental materials for further details.

### Statistical analysis

Analyses were performed using Prism (GraphPad Software, USA). The p values were calculated using either two-way analysis of variance with Dunnett’s post hoc test or two-tailed unpaired t-test (*p≤0.05; ***p≤0.001; ****p≤0.0001).

## Results

### Therapeutic response to anti-PD-1 is associated with a subpopulation of CD8^+^ T cells recognizing the subdominant tumor-derived epitope GSW11

The schedule adopted in this study involved three intraperitoneal administrations of anti-PD-1 on days 3, 6, and 9 following the subcutaneous implantation of CT26 tumors, which resulted in a variable impact on the tumor growth rate during early tumor development and a 20%–30% curative response rate (figure 1A). When the surviving mice were rechallenged with a second inoculum of CT26 and t-dLNs were harvested on day 7, the IFNγ response of GSW11-specific CD8^+^ TILs were consistently stronger than that of AH1-specific CD8^+^ T cell response (figure 1B). This finding agrees with previous observations that the expansion of a functional GSW11-specific response correlates with treatment efficacy in other therapeutic settings.^15 21^

**Figure 1:**
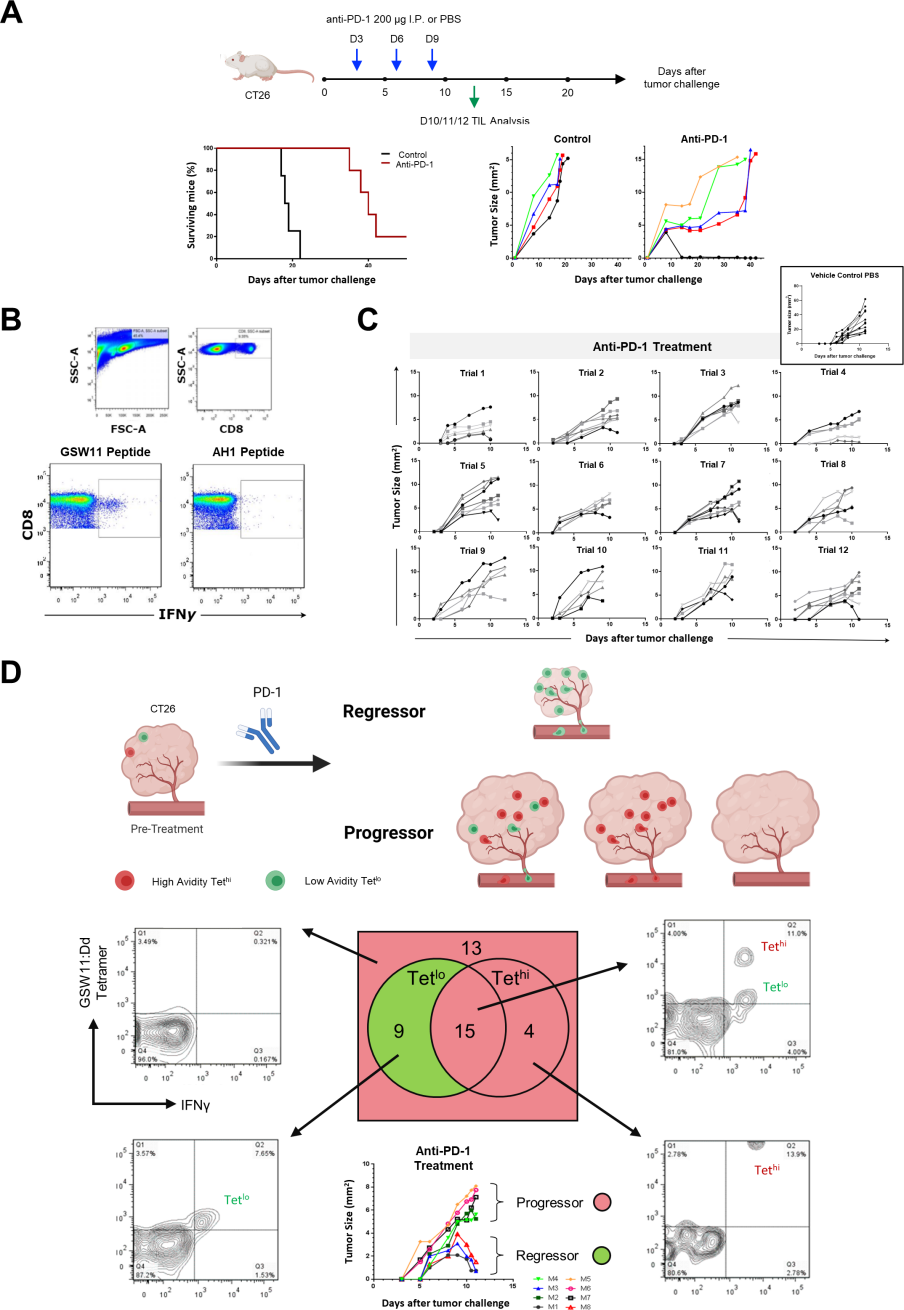
Therapeutic response to anti-PD-1 is associated with a subpopulation of GSW11-specific CD8^+^ T cells with low TCR avidity. (A) BALB/c CT26 mouse colorectal cancer models were treated with either 200 µg of anti-PD-1 or PBS control on days 3, 6 and 9 post-tumor implantations. This was followed by immuno-profiling of the tumor-infiltrating lymphocytes (TIL) between days 10 and 12. Kaplan-Meier plot and tumor growth curves representing the efficacy of anti-PD-1 based on the treatment regimen are shown. (B) Flow cytometry plots demonstrating the differential expression of interferon gamma (IFNγ) between GSW11-specific and AH1-specific CD8^+^ T cells isolated from t-dLNs on day 7 following rechallenge. (C) CT26 tumor growth curve from days 0 to 12 post-tumor implantation for 70 mice from 12 separate anti-PD-1 treatment trials performed over a period of 24 months. Each plot represents mice from each trial. A plot of tumor growth kinetics for 12 untreated mice (given PBS as vehicle control) is seen in the top right hand corner. (D) Graphical representation and Venn diagram on the distribution of low avidity (Tet^lo^) and high avidity (Tet^hi^) GSW11-specific CD8^+^ TILs in the regressors and progressors following anti-PD-1 treatment, the associated flow cytometry plots for GSW11:Dd tetramer and IFNγ staining and tumor growth curves of mice determined to be regressors or progressors based on REET score. REET, Response Evaluation in Early Tumors.

Next, we investigated the specificity and functional status of CD8^+^ TILs during anti-PD-1 therapy. To evaluate the treatment response in early tumors, we adopted an experimental endpoint based on the daily evaluation of response to treatment from days 0 to 12 post-tumor implantation. Tumors that progressed on treatment were assigned a REET score of 0, whereas tumors that regressed by less than or greater than 10% since the last measurement point were assigned REET scores of 1 and 2, respectively. The experimental endpoint was reached when the cumulative REET score for any individual mouse in the experimental group reached 3 (when the tumor size decreased by more than 10% per day for two consecutive days). We classified 70 tumors, from 12 separate anti-PD-1 immune checkpoint inhibition immunotherapy experiments performed over a period of 24 months (figure 1C and online supplemental table 1).

10.1136/jitc-2023-007114.supp1 Supplementary data

All tumors were analyzed for the frequency of tumor-infiltrating GSW11-specific CD8^+^ T cells by using in-house fluorescent tetramers of GSW11:Dd SCT.^15^ We found that tumors scoring positive for GSW11-specific CD8^+^ TILs often had more than one population present, distinguishable by the level of tetramer staining (figure 1D), and when tumors containing GSW11-specific CD8^+^ TILs with high tetramer staining (Tet^hi^) were omitted from the analysis—leaving those tumors with only a tetramer-low (Tet^lo^) response—the correlation with tumor regression was significantly improved. In fact, 9/9 regressing tumors, and 0/32 progressing tumors contained only the Tet^lo^ GSW11-specific CD8^+^ TILs (figure 1D). These data are consistent with the relative intensity of the IFNγ response following secondary challenge (figure 1B).

### GSW11-specific CD8^+^ T cells associated with therapeutic response to anti-PD-1 are low avidity and have a distinct TCR Vβ clonal distribution

A good correlation has been described between the level of tetramer staining and TCR avidity in T cells with equal levels of TCR expression.^22^ Therefore, we isolated Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ T cells from t-DLNs to estimate the average relative TCR avidities of the sorted populations using a tetramer competition assay.^15^ Figure 2A shows the gating strategy for Tet^hi^ and Tet^lo^. Although both populations expressed the same level of TCR, the Tet^lo^ sorted population had a lower IC50 than Tet^hi^, indicating lower avidity. This was confirmed by measuring the rate of tetramer dissociation over 60 min (figure 2B). Accordingly, the t1/2 value for Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ T cells are >70 hours and 2.3 hours, respectively. Furthermore, the presence of lower avidity CD8^+^ T cells in the t-DLNs of regressors compared with progressors treated with anti-PD-1 was confirmed by direct biophysical measurement of cellular avidity based on acoustic force spectroscopy and microfluidic lab-on-chip fluorescent tracking of labeled T cell interactions with target CT26 cells (online supplemental figure 1). Next, we determined the diversity of TCR repertoires of GSW11-specific T cells from t-DLNs of treated mice with progressing or regressing tumors using a panel of TCR Vβ-specific mAbs. The anti-GSW11 response was distinct between progressors and regressors, with at least 15 different clonotypes observed. Two TCR clonotypes, Vβ3 and Vβ9, were expanded among GSW11-specific CD8^+^ TILs from the regressors (figure 2C), indicating an anti-PD-1 induced oligoclonal expansion correlating with the therapeutic response. Interestingly, we have previously observed preferential expansion of low avidity Vβ3 expressing clonotypes that correlate with curative responses in a Treg depletion model of CT26.^15^

**Figure 2:**
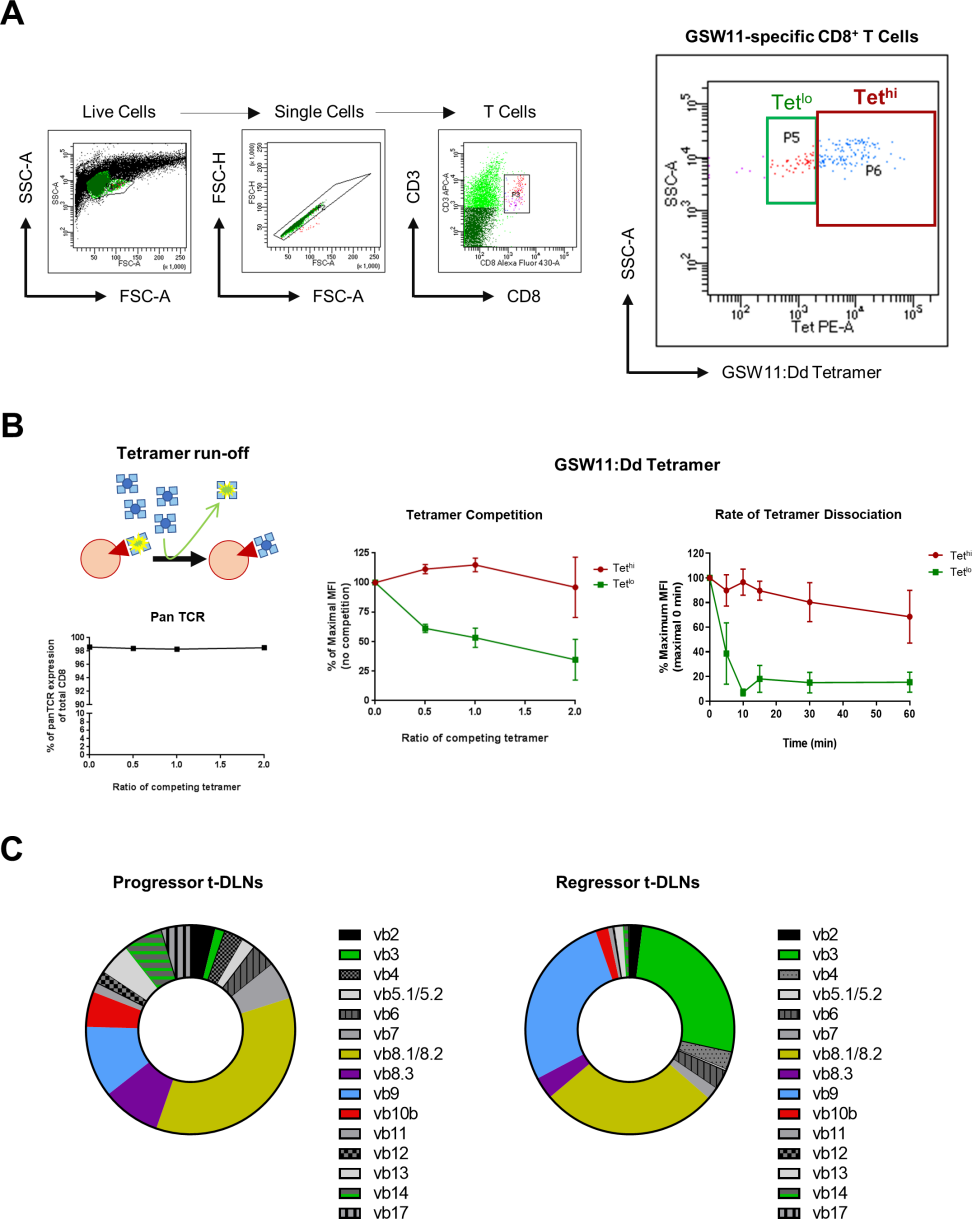
Low avidity GSW11-specific CD8^+^ T cells and oligoclonal expansion of TCR Vβ3 and Vβ9 clonotypes. (A) Representative flow cytometry plots on the gating strategy for tetramer-sorting of high avidity (Tet^hi^) and low avidity (Tet^lo^) GSW11-specific CD8^+^ TILs from t-dLNs. (B) Percentage pan-TCR expression of total CD8^+^ TILs with increasing concentration of competing GSW11:Dd tetramers, IC50 of Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ TILs and the rate of tetramer dissociation over 60 min. (C) TCR Vβ clonal distribution of GSW11-specific CD8^+^ TILs from the t-dLNs of progressors and regressors following anti-PD-1 treatment. t-dLNs, tumor-draining lymph nodes; TILs, tumor-infiltrating lymphocytes.

### Low avidity GSW11-specific CD8^+^ T cells have a less exhausted phenotype compared with their high avidity counterparts

Our observation that the exclusive presence of tumor-infiltrating low avidity GSW11-specific CD8^+^ T cells was predictive of tumor regression suggests that there may be a difference in the functional phenotype between high and low avidity T cells recognizing the same epitope. Therefore, we sorted Tet^hi^ and Tet^lo^ cells from both progressing and regressing tumors and investigated their expression of cell-surface receptors associated with T cell differentiation from a progenitor to an exhausted cell state. We found that Tet^hi^CD8^+^CD44^+^ T cells coexpressed significantly higher levels of CD39 and PD-1 than Tet^lo^ (figure 3A), higher levels of both PD-1 and Eomes (figure 3B), and lower levels of T-bet (figure 3C). Taken together, these results suggest that GSW11-stimulated T cells bearing higher avidity TCR are more likely to be clonally exhausted than their low avidity counterparts. Tet^lo^ had a similar phenotype regardless of whether they were isolated from regressing tumors in which they were the only GSW11-specific response or coexisted with a Tet^hi^ response in progressing tumors.

**Figure 3:**
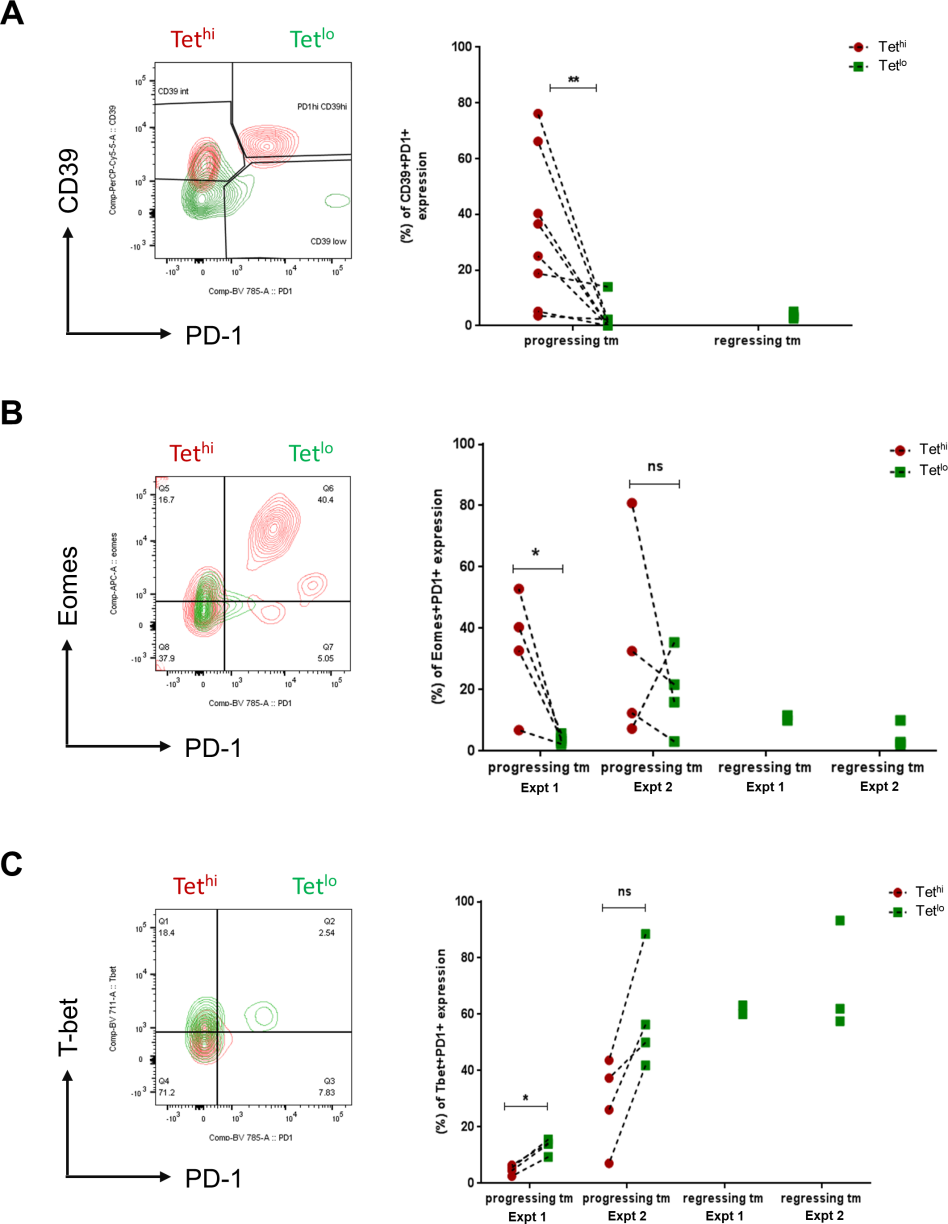
Immuno-profiling of T cell exhaustion markers showed a less exhausted phenotype in low avidity GSW11-specific CD8^+^ T cells compared with their high avidity counterparts. Contour plots and percentage coexpression of (A) CD39 and PD-1; (B) Eomes and PD-1; and (C) T-bet and PD-1 on Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ TILs isolated from the progressing and regressing tumors (tm) following anti-PD-1 therapy. Tet^hi^ and Tet^lo^ populations are color coded as red and green, respectively. TILs, tumor-infiltrating lymphocytes.

To further investigate the phenotypic differences between high and low avidity tumor-specific CD8^+^ TILs, we performed bulk RNA-seq on tetramer sorted GSW11-specific T cells from three regressing and three progressing CT26 tumors: giving three groups of total Tet^hi^CD8^+^CD44^+^ TILs from the progressing tumors (TetHighProg), Tet^lo^CD8^+^CD44^+^ TILs from the progressing tumors (TetLowProg) and Tet^lo^CD8^+^CD44^+^ TILs from the regressing tumors (TetLowReg). 

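Treated mice had received 200 µg of antibody per dose, with doses given 3, 6 and 9 days after tumor implantation, and the sorted T cells came from tumors taken between days 10 and 12. RNA was copied into cDNA with Smart-seq2, a protocol for very small amounts of RNA that amplifies full-length cDNA by PCR and adds no molecular identifiers. Each group had 3 libraries, numbered as replicates 1, 2 and 5 for TetHighProg, 6, 7 and 8 for TetLowReg, and 9, 10 and 12 for TetLowProg. For each library the authors deposited the number of reads counted on each gene of the mouse genome build GRCm39, as raw counts without normalization. The libraries held between 39215685 and 76072023 reads each. Between 16405306 and 36429515 reads per library were counted on genes, with medians of 25323802 in TetHighProg, 22040786 in TetLowReg and 31501244 in TetLowProg. These were 40.1% to 59.7% of the reads, while 18.5% to 41.3% mapped outside annotated genes. Because PCR copies of the same molecule are counted separately, every counting interval and every limit from a count of 0 given for these libraries covers counting error only.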

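The number of genes found with at least 10 counts differed widely within each group. It was 1298, 599 and 3181 in TetHighProg replicates 1, 2 and 5, 766, 8004 and 7234 in TetLowReg replicates 6, 7 and 8, and 8071, 1148 and 6443 in TetLowProg replicates 9, 10 and 12. The means were 1693 ± 1335 (SD, n = 3) in TetHighProg, 5335 ± 3975 in TetLowReg and 5221 ± 3620 in TetLowProg. TetLowReg exceeded TetHighProg by 3642 genes per library (two-sided exact permutation test, p = 0.3, where 3 libraries against 3 cannot give a p under 0.1). The TetLowProg libraries exceeded TetHighProg by 3528 genes (exact p = 0.3), and the difference of -114 between TetLowProg and TetLowReg had an exact p of 1. The TetLowReg difference in genes detected was 5243 at a minimum of 1 count. It moved most without TetLowReg replicate 6, to 5926, and without replicate 7 it was 2307. The difference between TetLowProg and TetLowReg changed direction without TetLowReg replicate 7 (1221) or 8 (836) and without TetLowProg replicate 10 (1922). Genes that every cell uses were missing as well. Of 234 genes for ribosomal proteins, the proteasome and nuclear-encoded oxidative phosphorylation, 67.9%, 83.8% and 44.0% had fewer than 10 counts in TetHighProg replicates 1, 2 and 5. That share was 83.8%, 16.7% and 23.1% in TetLowReg replicates 6, 7 and 8, and 8.97%, 76.5% and 17.1% in TetLowProg replicates 9, 10 and 12. Only 180 genes had at least 10 counts in all 9 libraries, 4872 had them in a single library and 19603 in none. In TetLowReg replicate 7 a single gene took 40.2% of the gene counts and the mitochondrially encoded genes together took 44.5%.

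**Figure D1:**
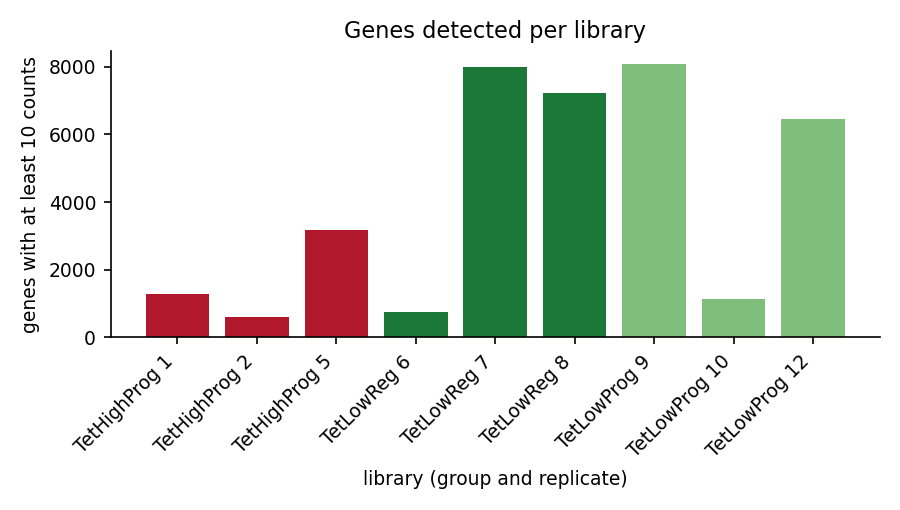
Number of genes with at least 10 counts in each of the 9 libraries, colored by group. TetHighProg replicate 5 sits at 3181 genes, TetLowReg replicate 6 at 766 and TetLowProg replicate 10 at 1148, so each low avidity group holds 1 library below the highest TetHighProg library.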

The workflow for RNA-seq analysis is found in online supplemental figure 2. 

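The spread of the 9 libraries was measured on counts made comparable by the variance stabilizing transformation of DESeq2, over the 500 most variable genes. The first principal component held 56.3% of the variance and the second 10.5%. TetHighProg replicate 5, TetLowReg replicates 7 and 8 and TetLowProg replicates 9 and 12 lay on one side of the first component. On the other side lay TetHighProg replicates 1 and 2, TetLowReg replicate 6 and TetLowProg replicate 10. These 4 libraries each had between 599 and 1298 genes with at least 10 counts, and the other 5 had between 3181 and 8071. The mean distance between libraries of the same group was 222 in TetHighProg, 216 in TetLowReg and 222 in TetLowProg. Between groups it was 231 for TetHighProg and TetLowReg, 241 for TetHighProg and TetLowProg and 190.5 for TetLowReg and TetLowProg. Squared distances between groups were 0.997 of those within groups, with an exact one-sided permutation p of 0.357 over the 280 regroupings of the libraries into 3 groups of 3, where the smallest possible p is 0.00357. The ratio moved most, to 1.18, without TetLowReg replicate 6, and it also passed 1 without TetLowProg replicate 10 (1.17) and without TetHighProg replicate 5 (1.07). It was 1.03 over all genes kept for testing.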

Principal component analysis showed heterogeneity in the transcriptional profiles of samples from all three groups, with TetLowReg clustering with TetLowProg, and TetHighProg (or Tet^hi^) exhibiting greater variation from the two Tet^lo^ groups (figure 4A). Comparison of the transcriptional profiles of TetLowReg versus TetHighProg using DESeq2 identified 1054 differentially expressed genes (DEGs) that were significantly upregulated and 17 genes that were significantly downregulated in TetLowReg (p<0.05, log_2_ fold change>2), represented by hierarchical clustering in the heatmap (figure 4B) and volcano plot (figure 4C). 

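Gene counts of the 9 libraries were compared with edgeR's quasi-likelihood test after TMM normalization, with the 3 groups in one model, for the 5813 genes that passed its filter on low counts. At an adjusted p (Benjamini-Hochberg) of 0.05 and an absolute log2 fold change above 2, edgeR called 0 genes between TetLowReg and TetHighProg, and the smallest adjusted p was 0.233. In simulated data with the spread of these libraries edgeR recovered 0 of 200 genes raised 16-fold. A count of 0 therefore does not show that genes are unchanged to that degree. Larger changes were not simulated, and the simulated genes varied independently of each other. At an unadjusted p of 0.05, 1135 genes passed, 1105 of them higher in TetLowReg and 30 lower. Over all 5813 genes 4225 had a positive fold change and 1585 a negative one, and the median log2 fold change was 4.82. With library size in place of TMM this median was 4.23, with the default size factors of DESeq2 4.66 and with its poscounts factors 3.47. The common dispersion was 8.12, which is a squared coefficient of variation between libraries of a group. The tool moved the number of genes called most. Limma-voom with sample quality weights called 2411 genes (2399 higher, 12 lower), DESeq2 with default size factors called 1809 (1767 higher, 42 lower) and with poscounts factors 1016 (966 higher, 50 lower). EdgeR on the 2 groups alone called 2 genes, both higher. DESeq2 on the 2 groups alone, an alternative chosen after seeing the data, called 1060 genes of 3730 tested (1045 higher, 15 lower). Of the 1045, 54 had at least 10 counts in all 3 TetLowReg libraries and 991 in 2 of them, and 1030 had fewer than 10 counts in every TetHighProg library. Without TetLowReg replicate 6 the same test called 3020 genes, and without TetHighProg replicate 5 it called 1920.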

The numbers and full list of DEGs are shown in online supplemental table 2. Some of the upregulated transcripts with known functions in T cell biology include genes encoding the nuclear factor of activated T cell 3 (NFATc3) which has been shown to regulate IL-2 and COX-2 gene expression for T cell activation and proliferation^23^; interferon regulatory factor 8 (IRF8) which is important for integrating TCR and cytokine signaling pathways to drive effector CD8^+^ T cell differentiation^24^; CD2, a costimulatory receptor that binds to LFA-3 and plays crucial roles in antigen presentation and T cell activation, and is known to correlate negatively with exhaustion in human CD8^+^ TILs^25^; C-X-C motif chemokine receptor 6 (CXCR6), which is associated with the magnitude and outcome of T cell anti-tumor response, tissue retention of memory T cells, as well as the survival and local expansion of effector T cells in tumors^26 27^; and Sirtuin 7 (Sirt7), which belongs to a family of NAD^+^-dependent histone deacetylases involved in epigenetic modulation of cell cycle progression, metabolic homeostasis, stress resistance and T cell activation.^28^ 

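Nfatc3 (ENSMUSG00000031902) lies on chromosome 8 of GRCm39 from 106785472 to 106857175. Its counts were 28769, 2163 and 0 in TetLowReg replicates 6, 7 and 8 and 0 in all 3 TetHighProg libraries, which makes it at least 11212-fold higher in TetLowReg when the TetHighProg group is set at the limit of 3 counts over the group. The mean was 455 ± 737 CPM (counts scaled to the library total; SD, n = 3) in TetLowReg. EdgeR's log2 fold change, which for a gene at 0 in a group depends on edgeR's default prior count, was 16.46 (standard error 6.64, adjusted p = 0.233). Irf8 (ENSMUSG00000041515; chromosome 8, 121463096 to 121485659) had 0, 10305 and 573 counts in TetLowReg and a single count in TetHighProg replicate 5. The ratio of the groups was 11829, with a 95% counting interval of 2123 to 467266, and the log2 fold change was 13.33 (standard error 5.86). Cd2 (ENSMUSG00000027863; chromosome 3, 101183215 to 101195458) had 71620, 9783 and 3981 counts in TetLowReg and 1 count in TetHighProg replicate 1, a log2 fold change of 16.18 (standard error 5.45). Cxcr6 (ENSMUSG00000048521; chromosome 9, 123635534 to 123640825) had 0, 2993 and 4811 counts in TetLowReg and none in TetHighProg, and was at least 2829-fold higher. Sirt7 (ENSMUSG00000025138; chromosome 11, 120509197 to 120516066) had 70393, 12349 and 7369 counts in TetLowReg against 1 in TetHighProg replicate 5, a log2 fold change of 16.17 (standard error 5.24). Cd2 and Sirt7 were higher in each TetLowReg library than in each TetHighProg library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow), while the other 3 genes had a TetLowReg library with 0 counts. Every adjusted p of these 5 genes in edgeR was 0.233. DESeq2 moved Nfatc3 most, to a log2 fold change of 30.00 with poscounts factors, where it gave no p, and of 28.96 with default size factors. Over the alternatives the adjusted p of Nfatc3 ranged from 4.54e-11 (DESeq2) to 0.477 (edgeR without TetLowReg replicate 7).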

The transcription factor 7-like 2 protein (Tcf7l2) which belongs to the T cell factor (TCF) family of high-mobility group box transcription factors and is a major effector of the canonical Wnt signaling pathway was also differentially upregulated in Tet^lo^. 

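Tcf7l2 (ENSMUSG00000024985) lies on chromosome 19 from 55730188 to 55922091. It had 6655 counts in TetLowReg replicate 7 and 717 in replicate 8, and none in TetLowReg replicate 6 or in the TetHighProg libraries. It was thus at least 2672-fold higher in TetLowReg, with a mean of 75.5 ± 95.4 CPM (SD, n = 3). The edgeR log2 fold change was 14.75 (standard error 6.93, adjusted p = 0.233). In TetLowProg its counts were 204, 0 and 7890 in replicates 9, 10 and 12. DESeq2 with default size factors called it (adjusted p = 8.84e-10), as did poscounts factors (1.78e-08) and limma-voom (0.00637), and DESeq2 on the 2 groups alone gave 0.0156. The highest adjusted p over the alternatives was 0.477 (edgeR without TetLowReg replicate 7).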

Tcf7l2 is known to play crucial roles in the regulation of cell proliferation and maintenance of stemness in embryonic tissues and adult stem cells and has been implicated in the regeneration of hematopoietic lineages.^29 30^ It has been shown to expand in response to checkpoint blockade, leading to a cytotoxic effector response. Downregulated transcripts include genes encoding protein phosphatase 1 regulatory subunit 10 (PPP1R10), which plays a role in many cellular processes including cell cycle progression, DNA repair, and apoptosis by regulating the activity of protein phosphatase 1^31^; growth arrest and DNA damage-inducible protein 45 (GADD45), which is a negative regulator of activation-induced T cell proliferation involved in autoimmunity^32^; and Dnase2a, which is a lysosomal DNA endonuclease important for the degradation and clearance of damaged nuclear DNA via autophagy.^33^

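Ppp1r10 (ENSMUSG00000039220; chromosome 17, 36227326 to 36243441) had 22317, 73168 and 657 counts in the TetHighProg libraries and 0, 156 and 17 in the TetLowReg libraries, with each TetLowReg library under each TetHighProg library (two-sided exact permutation p = 0.1). Its log2 fold change was -9.35 (standard error 4.07, adjusted p = 0.233 from edgeR). Gadd45a (ENSMUSG00000036390; chromosome 6, 67012070 to 67014441) had 8, 58882 and 7471 counts in TetHighProg against 0, 100 and 6 in TetLowReg, a log2 fold change of -9.67 (standard error 4.38). Dnase2a (ENSMUSG00000003812; chromosome 8, 85635189 to 85649544) had 17352, 0 and 1487 counts in TetHighProg and 2 counts in TetLowReg replicate 7 alone, a ratio of 8662-fold lower with a 95% counting interval of 2398 to 71531. Its edgeR log2 fold change was -12.39 (standard error 6.78, adjusted p = 0.236). Of the 15 genes the paper names for TetLowReg against TetHighProg, edgeR tested 13, and 11 passed an unadjusted p of 0.05. Adjusted over the list alone 11 passed, with a smallest adjusted p of 0.0195, and over all genes tested 0 passed. The study chose these genes from the same libraries, so the count adjusted over the list alone is not independent evidence. For 3 of the 15, Cd2, Sirt7 and Ppp1r10, the libraries of the 2 groups did not overlap. Chance gives 10% for genes chosen otherwise, but 8 of the 15 could not separate under any grouping because of their 0 counts. DESeq2 called 14 of the 14 it tested with default size factors and 9 of 9 with poscounts factors, limma-voom called 10 of 13, and DESeq2 on the 2 groups alone called 12 of 12.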

10.1136/jitc-2023-007114.supp2 Supplementary data

**Figure 4:**
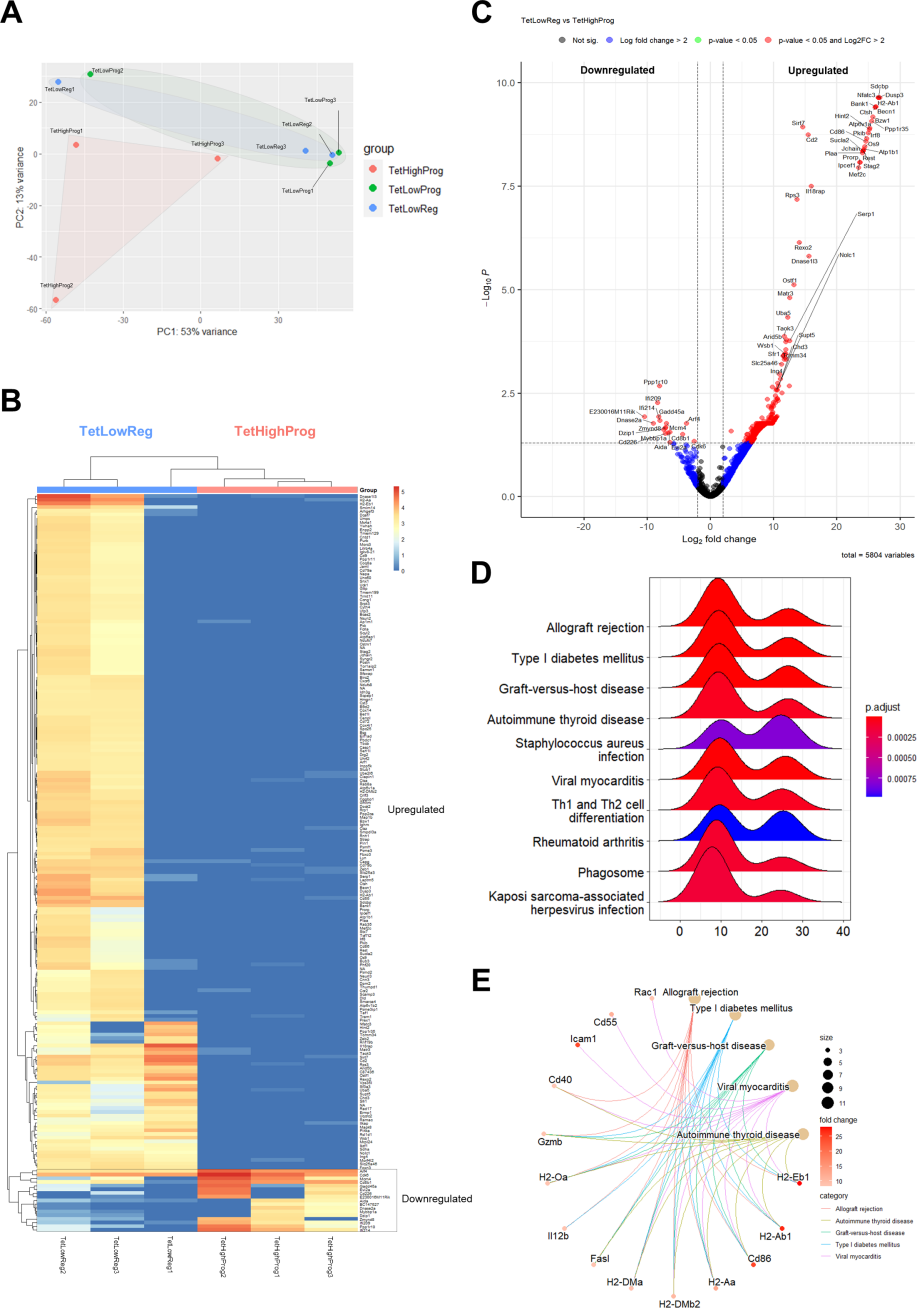
Transcriptomic analysis showed upregulated genes related to antigen presentation, TCR signaling, T cell cytotoxicity and oxidative phosphorylation and downregulated transcripts associated with DNA damage, apoptosis, and autophagy in low avidity GSW11-specific CD8^+^ T cells isolated from regressing tumors. (A) Principal component analysis (PCA) plot of GSW11-specific CD8^+^ T cell subsets isolated from the regressing and progressing tumors. The degree of similarity or variation in transcriptomic profiles between samples from the three T cell subsets are shown: Tet^hi^ GSW11-specific CD8^+^ T cells from progressing tumors (TetHighProg), Tet^lo^ GSW11-specific CD8^+^ T cells from progressing tumors (TetLowProg) and regressing tumors (TetLowReg). (B) Unsupervised hierarchical clustering and heatmap of the normalized gene counts of the top 200 differentially expressed genes in TetLowReg versus TetHighProg. (C) Volcano plot of fold change (FC) versus p value of all differentially expressed genes in TetLowReg versus TetHighProg. Intersecting lines indicate the log_2_FC cut-off. Colors as indicated; black, NS; blue, log_2_FC>2; green, p<0.05; red, p<0.05 and log_2_FC>2. (D) Ridgeplot of significantly enrichment KEGG pathways in TetLowReg versus TetHighProg (adjusted p<0.05). (E) Cnetplot showing the linkage of enriched KEGG pathways in TetLowReg and shared genes. The scalebars of the node size reflect the number of significantly enriched genes in the node and fold change indicates the level of gene expression.

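For each function that the legend names, a list of genes was compared between TetLowReg and TetHighProg with camera of limma, which asks whether the genes of a list changed more than the other genes and allows for a correlation of 0.01 between them. The value of a list is the mean difference in log2 CPM over its tested genes. Over all 5813 genes this mean was 2.81, so a list with a smaller value fell behind the other genes even where its own value was above 0. Of 18 lists with enough genes, camera called 3, 2 of them higher and 1 lower, and 5 passed an unadjusted p of 0.05. Fry, a rotation test that uses the correlation found in the data, called none of the 3, with a smallest adjusted p of 0.616. It asks whether the genes of a list changed at all and does not compare them with the other genes. It therefore cannot decide whether a list changed more or less than the other genes. Preranked GSEA called 2. The list for DNA damage and apoptosis, with 15 tested genes, was lower relative to the other genes (adjusted p = 0.0108 from camera of limma), although its mean of 0.29 and its median of 2.13 were both above 0. With genes at 0 in a group set to their limit its median was -0.40. By the mean log2 CPM of its genes 1 TetLowReg library lay below all TetHighProg libraries and 1 above. By its share of the gene counts all 3 TetLowReg libraries lay below, with 0.00000907% (2 counts), 0.0984% and 0.112% in replicates 6, 7 and 8, against 0.297%, 0.521% and 0.227% in TetHighProg replicates 1, 2 and 5. Over the alternatives the adjusted p ranged from 0.00527 to 0.921. It lost its call without TetHighProg replicate 5 (mean 1.59, adjusted p = 0.184), TetLowReg replicate 6 (2.57, 0.146) or TetLowReg replicate 8 (0.09, 0.113), and its mean turned negative without TetHighProg replicate 2 (-0.36) or TetLowReg replicate 7 (-1.16). The genes for TCR signaling had a mean of 2.62 and an adjusted p of 0.859, those for cytotoxicity 3.04 and 0.859 with 6 of 13 genes tested, and those for autophagy 2.96 and 0.859. Nuclear-encoded oxidative phosphorylation had a mean of 3.18 (adjusted p = 0.645 from limma) over 70 genes, and mitochondrially encoded oxidative phosphorylation 1.60 (0.576) over 7 genes, which preranked GSEA placed below the other genes with a normalized score of -1.50. For glycolysis the mean was 2.24 and for the proteasome 2.50, with adjusted p values of 0.688 and 0.698. Genes that mark T cells stood at a mean of 0.69 and a median of -0.33 (adjusted p = 0.0715), so mean and median differed in sign. Without TetHighProg replicate 2 the T cell mean was -0.39 and camera called it lower (0.0375), and without TetLowReg replicate 6 it was 1.97 and also called (0.0133). Of the genes on the lists for TCR signaling, cytotoxicity, autophagy and DNA damage and apoptosis, 4 of 24, 3 of 13, 2 of 22 and 1 of 22 are among those the paper lists as higher in TetLowReg. A TetHighProg library had at least 10 counts for 13, 2, 10 and 11 of them, and 6 of the genes for TCR signaling also mark T cells.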

To explore this transcriptional heterogeneity in greater detail, we performed gene set enrichment analysis (GSEA) using KEGG, GO as well as predefined gene sets in MSigDB. GSEA revealed 29 significantly enriched KEGG pathways in Tet^lo^ GSW11-specific T cells isolated from regressing tumors. figure 4D shows the top 10 significantly enriched KEGG pathways in TetLowReg (compared with TetHighProg). Most of these pathways are related to tissue-destructive pathogenic conditions in infections and autoimmune disorders, such as allograft rejection, type I diabetes mellitus, graft-versus-host disease, viral myocarditis, and autoimmune thyroid disease. Further analysis on the shared transcripts between the enriched KEGG pathways (figure 4E) showed the upregulation of genes associated with the ‘immunologic constant of rejection’,^34^ such as those involved in T cell cytotoxicity, for example, granzyme B (Gzmb) and the tumor necrosis factor receptor superfamily member 6 (tnfrsf6 or Fasl),^35 36^ T cell cytoskeletal remodeling, polarization and migration such as the small Rho GTPase Rac1,^37^ endothelial transmigration and cellular interactions with antigen-presenting cells, for example, intercellular adhesion molecule 1 (Icam1), T cell activation, for example, interleukin 12b (il12b), T cell costimulation and effector memory, for example, cd86,^38^ well as several class II molecules that could be induced by IFNγ signaling^39 40^ and are a marker for T cell activation.^41^ These results were further confirmed by GSEA analysis using the MSigDB C5 (Molecular Function) ontology gene set, which showed an enrichment of pathways related to antigen-binding, immune receptor activity, and signaling receptor binding (online supplemental figure 3).

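Granzyme B, encoded by Gzmb (ENSMUSG00000015437; chromosome 14, 56496295 to 56499717), had 0, 857 and 2898 counts in TetLowReg replicates 6, 7 and 8 and none in TetHighProg, so it was at least 1361-fold higher (edgeR log2 fold change 14.17, standard error 6.90, adjusted p = 0.233). Fasl (ENSMUSG00000000817; chromosome 1, 161608258 to 161616075) had 2421 and 1842 counts in replicates 7 and 8 and was at least 1545-fold higher. Rac1 (ENSMUSG00000001847; chromosome 5, 143489389 to 143514493) had 2988 and 2241 counts in the same libraries and 1 count in TetHighProg replicate 2, a ratio of 5686 with a 95% counting interval of 1020.1 to 224634. Icam1 (ENSMUSG00000037405; chromosome 9, 20926672 to 20940113) had 3482 counts in TetLowReg replicate 7, 0 in replicates 6 and 8 and 0 in TetHighProg, so it was at least 1262-fold higher, and TetLowProg replicate 9 held 13685 counts. Il12b (ENSMUSG00000004296; chromosome 11, 44290808 to 44305505) had 2615 and 1504 counts in replicates 7 and 8, at least 1493-fold above TetHighProg, and 0 counts in all TetLowProg libraries. Icam1 and Il12b did not pass the filter on low counts. Cd86 (ENSMUSG00000022901; chromosome 16, 36424044 to 36486443) had 8526 and 501 counts in replicates 7 and 8 and was at least 3272-fold higher, and TetLowProg replicate 12 held 8625 counts. None of these 6 genes had a count in TetLowReg replicate 6.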

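Class II genes were found at high levels in 3 libraries. The list of 10 class II genes took 4.85% of the gene counts in TetLowReg replicate 7 (95% Clopper-Pearson interval 4.84 to 4.85), 4.03% in replicate 8 (4.02 to 4.04) and 6.18% in TetLowProg replicate 12 (6.17 to 6.19). In TetLowReg replicate 6 it took 0.0001% and in the other 5 libraries no more than 0.15%. Cd74 (ENSMUSG00000024610; chromosome 18, 60936899 to 60945731), the invariant chain, had 19, 1475807 and 562795 counts in TetLowReg and 17, 37532 and 12898 in TetHighProg, a log2 fold change of 5.20 (standard error 1.63, adjusted p = 0.233 from edgeR). EdgeR on the 2 groups alone called Cd74 (adjusted p = 8.91e-09), and over the other alternatives the adjusted p reached 0.684. H2-Eb1 (ENSMUSG00000060586; chromosome 17, 34504236 to 34535648) had 0, 70698 and 26144 counts in TetLowReg and none in TetHighProg, and was at least 35103-fold higher. For H2-Aa (ENSMUSG00000036594; chromosome 17, 34493404 to 34506798) the counts were 1, 155460 and 46134 against 2 in TetHighProg replicate 5, a ratio of 109610 with a counting interval of 30343 to 905094. H2-Ob (ENSMUSG00000041538; chromosome 17, 34457836 to 34473388) had 49998 counts in TetHighProg replicate 1 and 2, 17354 and 12321 in TetLowReg, with a log2 fold change of 0.15 (standard error 3.11) that was 16.94 without TetHighProg replicate 1 and negative without TetHighProg replicate 2 (-0.51) or 5 (-0.49) or TetLowReg replicate 7 (-0.16) or 8 (-0.09). It also turned negative with library size alone (-0.26), with no filter (-0.32), with poscounts factors (-3.22) and with DESeq2 on the 2 groups alone (-0.49). Ciita, which encodes the class II transactivator, had 0 counts in all TetLowReg libraries. The other genes of the list, H2-Ab1, H2-DMa, H2-DMb1, H2-DMb2 and H2-Oa, had 0 counts in TetHighProg and in TetLowReg replicate 6, and were between at least 140.3-fold (H2-DMb1) and at least 13562-fold (H2-Ab1) higher. As a list the 9 tested MHC class II genes had a mean difference of 7.19 and a median of 7.14 (adjusted p = 0.000349 from camera of limma), with 2 TetLowReg libraries above and 1 below all TetHighProg libraries, and a mean of 11.38 without TetLowReg replicate 6. The median was 10.87 with genes at 0 set to their limit. In the same 3 libraries, and at no more than 0.0242% in the other 6, the list of B cell genes took 0.347% (0.345 to 0.349), 0.312% (0.310 to 0.315) and 0.297% (0.295 to 0.298) of the counts. Igkc (ENSMUSG00000076609; chromosome 6, 70703419 to 70703950), an immunoglobulin light chain gene, had 67892, 21841 and 38959 counts there. For B cell genes the mean difference between TetLowReg and TetHighProg was 7.41 and the median 7.49 over 10 tested genes (adjusted p = 6.04e-05 from camera of limma; 11.41 with genes at 0 set to their limit), higher than all TetHighProg libraries in 2 of 3 TetLowReg libraries. Of the 11 genes of that list that have counts in the deposited file 10, and of the 10 class II genes 6, are among those the paper lists as higher in TetLowReg, a table that had been seen when the B cell list was written.

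**Figure D2:**
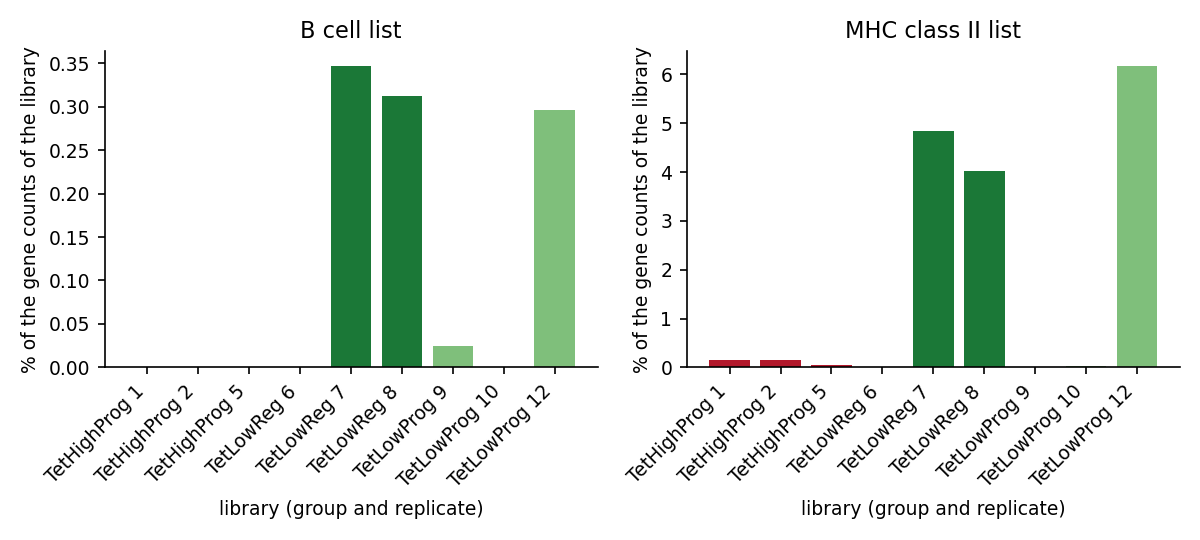
Percent of gene counts on the B cell list and on the MHC class II list in each of the 9 libraries. TetLowReg replicates 7 and 8 and TetLowProg replicate 12 hold 4.03% to 6.18% on class II genes and 0.297% to 0.347% on B cell genes.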

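Mouse gene sets of Reactome, as supplied with the GSEA package fgsea, were available under the names used in the paper for 9 of its processes. Whether they hold the same genes as the paper's sets was not tested. Another 2 sets, for antigen presentation by class II molecules and for respiratory electron transport, were added. For the comparison of TetLowReg with TetHighProg, camera called 0 of the 11 sets, with a smallest adjusted p of 0.0578, 1 set passed an unadjusted p of 0.05 and fry called 0. Preranked GSEA called 1 set, the one for class II, with an enrichment score of 0.543 (adjusted p = 0.00812, from permuted genes and not permuted libraries). Camera also called MHC class II antigen presentation without TetHighProg replicate 1 (adjusted p = 0.0475, against up to 0.992 under the other alternatives), and its enrichment score was not called with the strict filter (0.310, adjusted p = 0.999), on the 2 groups alone (0.295, 0.982) or without TetLowReg replicate 7 (0.466, 0.200). Ranked by edgeR's log2 fold changes, the enrichment score was 0.289 for cell cycle checkpoints (adjusted p = 0.937), 0.409 for TCR signaling (0.673), 0.423 for signaling by interleukins (0.577) and 0.355 for interferon signaling (0.822). It was 0.360 for regulation of apoptosis (0.822), 0.495 for double-strand break repair (0.673), 0.449 for cellular response to hypoxia (0.744), 0.289 for glycolysis (0.937) and 0.336 for TCF-dependent signaling in response to Wnt (0.830). Respiratory electron transport had a score of 0.403 (0.673) and was called without TetHighProg replicate 1 (0.458, adjusted p = 0.00725), 2 (0.459, 0.0125) or 5 (0.392, 0.00789). Without TetHighProg replicate 5, cell cycle checkpoints (0.356) and regulation of apoptosis (0.433) were called at the same adjusted p of 0.00789. Scores turned negative without TetLowReg replicate 7 for double-strand break repair (-0.336) and glycolysis (-0.236), and without TetLowReg replicate 8 for glycolysis (-0.359). The score that moved most was that of cellular response to hypoxia, which a strict filter on low counts took to -0.401, and the same filter took glycolysis to -0.519. Over the alternatives the adjusted p of the score ranged from 0.000223 to 0.651 for respiratory electron transport, from 3.92e-05 to 0.999 for class II presentation, and from 0.00789 to 0.999 for both cell cycle checkpoints and regulation of apoptosis. The same 43 proteasome genes make up 35.2% of the matched genes of cell cycle checkpoints, 86% of those of regulation of apoptosis and 26.1% of those of TCF-dependent signaling.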

When we classified the same set of genes comparing TetLowReg to TetHighProg using REACTOME pathway analysis, we found a significant enrichment in biological processes related to cell cycle checkpoints (enrichment score: 0.67, p adj. value: 4.20E-09), cell survival such as the TNFR2 non-canonical NF-κB pathway (enrichment score: 0.55, p adj. value: 1.48E-06), TCR signaling (enrichment score: 0.52, p adj. value: 2.55E-06), signaling by interleukins (enrichment score: 0.32, p adj. value: 8.50E-05), interferon signaling (enrichment score: 0.38, p adj. value: 4.26E-04), regulation of apoptosis (enrichment score: 0.67, p adj. value: 2.08E-06), DNA double-strand break repair (enrichment score: 0.49, p adj. value: 6.63E-07), cellular response to hypoxia (enrichment score: 0.56, p adj. value: 2.37E-05), glycolysis (enrichment score: 0.56, p adj. value: 4.37E-05) as well as TCF-dependent signaling in response to Wnt (enrichment score: 0.32, p adj. value: 0.03). A full list of enriched REACTOME pathways is provided in online supplemental table 3. Therefore, pathways that were preferentially activated in TetLowReg suggest a population of T cells that were clonally expanding, and optimized for survival, response to and secretion of inflammatory cytokines.

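From the genes it calls higher in TetLowReg the paper goes on to pathways of rejection and autoimmunity, whose shared genes serve cytotoxicity, migration, costimulation and class II presentation. It then turns to processes of cell cycle, survival, TCR and cytokine signaling, DNA repair, hypoxia and glycolysis. From the pathways activated in TetLowReg the paper proposes that these T cells were expanding clonally and were fit to survive and to respond to and secrete inflammatory cytokines. Across the libraries behind these pathways, TetLowReg replicate 6 detected fewer genes than TetHighProg replicates 1 and 5, while TetLowReg replicates 7 and 8 detected more than every TetHighProg library.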

10.1136/jitc-2023-007114.supp3 Supplementary data

### Low avidity T cells from progressing tumors have a similar phenotype to low avidity T cells from regressing tumors

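TetLowProg and TetLowReg were compared in the same edgeR model. EdgeR called 0 of 5813 genes (smallest adjusted p = 0.249), and 54 passed an unadjusted p of 0.05, 25 of them higher in TetLowProg and 29 lower. The median log2 fold change of all genes was 0.35, against 1.23 with library size alone, 1.43 with the default size factors of DESeq2 and -0.44 with poscounts factors. Limma-voom called 0 genes, DESeq2 with default size factors 62 (48 higher, 14 lower) and with poscounts factors 27 (14 higher, 13 lower). The number of genes called was 1 with edgeR on the 2 groups alone, and 2 with the edgeR model of all groups without TetLowProg replicate 12. DESeq2 on the 2 groups alone, chosen after seeing the data, called 10 (6 higher, 4 lower). That count rose without any single library, to 801 without TetLowReg replicate 6, 495 without 7 and 552 without 8, and to 778 without TetLowProg replicate 9, 1412 without 10 and 1220 without 12. Among the gene lists, camera of limma called B cell genes lower in TetLowProg (mean difference -3.86, adjusted p = 6.20e-06) and MHC class II genes lower (-2.87, adjusted p = 0.00214), against a mean of 0.47 over all genes. For B cell genes 1 TetLowProg library lay below all TetLowReg libraries and for class II genes none did. Fry, which does not compare a list with the other genes, called neither list (adjusted p = 0.872 for both). In camera 4 lists passed an unadjusted p of 0.05. The call for B cell genes was lost without TetLowProg replicate 9 (-1.92) or 10 (-1.53), and that for class II genes without TetLowReg replicate 7 (-0.36) or 8 (-0.98) or TetLowProg replicate 9 (-1.92) or 10 (-0.64). Without TetLowReg replicates 6, 7 and 8 in turn the B cell difference was -6.94, -1.37 and -2.27, and without TetLowProg replicate 12 it was -6.96. For class II genes it was -7.08 without TetLowReg replicate 6 and -5.86 without TetLowProg replicate 12. The lowest adjusted p over the alternatives was 5.32e-10 for the B cell list and 7.48e-06 for the class II list, both without TetLowProg replicate 12.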

DESeq2 analysis of TetLowProg compared with TetLowReg showed only minor differences between the two populations (online supplemental figure 4). 

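Tada2a (ENSMUSG00000018651) lies on chromosome 11 from 83969064 to 84020476. It had 1362, 25889 and 0 counts in TetLowProg replicates 9, 10 and 12 and 2 counts in TetLowReg replicate 8 alone, a ratio of 10972 with a 95% counting interval of 3037 to 90606. Cnpy2 (ENSMUSG00000025381; chromosome 10, 128158158 to 128164230) had 0, 26490 and 5808 counts in TetLowProg and none in TetLowReg, and was at least 8670-fold higher in TetLowProg. Bckdhb (ENSMUSG00000032263; chromosome 9, 83807130 to 84011081) had 43939, 0 and 1267 counts in TetLowReg replicates 6, 7 and 8 and none in TetLowProg, and was at least 18713-fold lower in TetLowProg. Igkv1-135 (ENSMUSG00000096336; chromosome 6, 67586697 to 67587492), an immunoglobulin gene, had 3912 and 179 counts in TetLowReg replicates 7 and 8, the TetLowReg libraries with B cell transcripts, and was at least 1693-fold lower. All 4 genes had 0 counts in TetHighProg and fell under the filter on low counts of edgeR. The two-sided exact permutation p was 0.4 for each, which for Cnpy2, Bckdhb and Igkv1-135 is the smallest p possible, since 4 of their 6 libraries had 0 counts. DESeq2 with default size factors called Cnpy2 (adjusted p = 1.95e-26), Igkv1-135 (1.63e-22) and Tada2a (0.0488). On the 2 groups alone it called Cnpy2 (2.52e-10) and Igkv1-135 (1.44e-08).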

In general, regulatory genes related to hypoxia and metabolic reprogramming such as the DNA-binding transcriptional adaptor 2A (Tada2a) and the HIF1α-regulated angiogenic growth factor canopy FGF signaling regulator 2 (Cnyp2) were upregulated in TetLowProg and branched chain keto acid dehydrogenase E1 subunit beta (Bckdhb) and immunoglobulin kappa variable 1–135 (Igkv1-135) were downregulated. GO analysis showed the enrichment of genes associated with non-coding RNA metabolic processes in TetLowProg. However, the Tet^lo^ population found in progressing tumors is still functional to some extent, as GSEA analysis using the MSigDB Hallmark gene set collection confirmed similarities between TetLowReg and TetLowProg which are both enriched for gene sets related to allograft rejection, oxidative phosphorylation, and DNA repair (online supplemental figure 5). 

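Across the 5813 genes, the log2 fold changes of TetLowReg and of TetLowProg, each against TetHighProg, had a Pearson correlation of 0.892. Genes are not independent replicates, and both contrasts share the TetHighProg libraries, which alone gave a correlation of 0.503 on average over 100 simulations without any change between groups (0.480 to 0.522). On log2 CPM the correlation was 0.631, and 9 of 840 ways of regrouping the 9 libraries gave a value as high, with a median of 0.498. With no filter on low counts the correlation was 0.527, the largest move of the alternatives tried. Over those 17615 genes the simulations gave 0.505 on average (0.489 to 0.520), and on log2 CPM, an alternative chosen after seeing the data, the correlation was 0.566 and 197 of 840 regroupings gave a value as high. Without TetHighProg replicates 1, 2 and 5 it was 0.739, 0.738 and 0.708. Of the functions the paper gives as shared by both low avidity groups, oxidative phosphorylation had a list here, and allograft rejection and DNA repair had none. Nuclear-encoded oxidative phosphorylation had a mean difference of 3.48 between TetLowProg and TetHighProg (adjusted p = 0.927 from camera of limma), against 3.29 over all genes. Cytotoxicity had 4.14 (0.927) in that comparison. The list for DNA damage and apoptosis, which the paper gives as lower in TetLowReg, had 2.38 (adjusted p = 0.927).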

Enrichment analysis using MSigDb C7 immunologic signatures showed that the TetLowProg population was enriched for gene sets associated with acute (Armstrong strain) versus chronic (clone 13) LCMV infection in mice, although less significantly than TetLowReg. Together with the PD-1, CD39, Eomes and T-bet expression data, as well as the higher expression of Tcf-1 in Tet^lo^ GSW11-specific TILs compared with Tet^hi^ population, the gene expression profiles of Tet^lo^CD8^+^CD44^+^ GSW11-specific T cells were suggestive of ‘precursor exhausted’ or ‘progenitor’ versus ‘terminally exhausted’ T cells that have recently been associated with differential control of tumors and response to anti-PD-1 checkpoint blockade.^12^

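Tcf7 (ENSMUSG00000000782; chromosome 11, 52143107 to 52174619), which encodes Tcf-1, had 2466, 1 and 38620 counts in TetHighProg replicates 1, 2 and 5, 0, 255 and 8892 in TetLowReg, and 18867, 27422 and 29432 in TetLowProg. Its log2 fold change was -1.21 in TetLowReg (standard error 3.05, adjusted p = 0.896 from edgeR) and 0.62 in TetLowProg (standard error 3.02, adjusted p = 0.957 from edgeR), both against TetHighProg. The TetLowReg value ranged from -6.33 without TetLowReg replicate 8 to 2.46 without TetHighProg replicate 5, and was 3.77 by limma-voom, which called the rise in TetLowProg (7.34, adjusted p = 0.0358), while over the other alternatives the adjusted p reached 1. Pdcd1 (ENSMUSG00000026285; chromosome 1, 93966027 to 93980312), which encodes PD-1, had 0 counts in TetHighProg, 4 and 1 in TetLowReg replicates 7 and 8, and 8322 and 9258 in TetLowProg replicates 9 and 12. Entpd1 (ENSMUSG00000048120; chromosome 19, 40600810 to 40731585), which encodes CD39, had 2259 and 2 counts in TetLowReg replicates 7 and 8 and 0 in every other library. Eomes (ENSMUSG00000032446; chromosome 9, 118307280 to 118315200) had 2 counts in TetHighProg replicate 1, 64 in TetLowReg replicate 8 and 1 in TetLowProg replicate 9. Tbx21 (ENSMUSG00000001444; chromosome 11, 96988897 to 97006158), which encodes T-bet, had 4499 counts in TetLowProg replicate 9 and none elsewhere. The progenitor list had a mean difference of 3.69 in TetLowReg (adjusted p = 0.644 from camera of limma) and 5.90 in TetLowProg (0.123), and was called in TetLowProg without TetHighProg replicate 1 (5.87, 0.0463) or 5 (7.00, 0.0396). The adjusted p of that list in TetLowProg reached 0.652 over the alternatives. The exhaustion list had 2.56 (0.859) and 3.39 (0.927).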

Our functional analyses based on flow cytometry and bulk RNA-seq analysis showed that Tet^lo^ from both regressing and progressing tumors was phenotypically similar (‘precursor exhausted’). To further understand the differences observed in distinct Tet^lo^ subsets of precursor exhausted T cells found in regressing versus progressing tumors treated with anti-PD-1, we performed a GO analysis comparing TetLowReg and TetLowProg to TetHighProg. Significant enrichment of gene sets associated with response to cytokines, immune response, lymphocyte activation, proliferation, differentiation, migration, leukocyte cell-cell adhesion and immune effector processes consistent with a more active T cell response was found in TetLowReg compared with TetHighProg (online supplemental figure 6). Several pathways related to carbohydrate, lipid, ribonucleotide, and nucleoside phosphate metabolism were upregulated in TetLowReg compared with TetHighProg. In contrast, the transcripts of TetLowProg (compared with TetHighProg) were enriched in GO terms associated with leukocyte migration, regulation of cellular localization, biological processes related to protein transport and degradation, regulation of ion transport, negative regulation of cell communication and signaling, and autophagy. 

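For TetLowProg against TetHighProg, edgeR called 0 genes (smallest adjusted p = 0.193) and 1475 passed an unadjusted p of 0.05, 1443 of them higher in TetLowProg and 32 lower. The median log2 fold change was 5.40 over all genes, 5.74 with library size alone, 6.19 with the default size factors of DESeq2 and 3.30 with poscounts factors. The number of genes called was 1 with library size in place of TMM and 1 with edgeR on the 2 groups alone. DESeq2 with default size factors called 2357 genes (2345 higher, 12 lower), with poscounts factors 853 (792 higher, 61 lower), and limma-voom 2901 (2885 higher, 16 lower). DESeq2 on the 2 groups alone, chosen after seeing the data, called 1954, with 3246 without TetHighProg replicate 5, 4915 without TetLowProg replicate 10 and 3987 without TetLowProg replicate 12. Among the lists, camera of limma called 0 of 18 (smallest adjusted p = 0.123), with 3 under an unadjusted p of 0.05, and neither fry nor preranked GSEA called any. The autophagy list had a mean difference of 4.51 and a median of 5.18 (adjusted p = 0.497 from camera of limma) and was called without TetHighProg replicate 1 (4.81, adjusted p = 0.0463), while over the alternatives its adjusted p reached 0.888. The proteasome list, for protein degradation, had a mean of 2.88 and a median of 3.52, and was -0.63 under the strict filter. With genes at 0 in a group set to their limit the medians were 7.93 and 3.34.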

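Mitochondrially encoded genes of oxidative phosphorylation (the mitochondrial OXPHOS list), 7 of which were tested, had a mean difference of 0.15 and a median of -0.12 between TetLowProg and TetHighProg, so mean and median differed in sign. Camera of limma placed them below the other genes at an unadjusted p of 0.00705 and an adjusted p of 0.123. The mean was -0.20 without TetHighProg replicate 2 and -0.12 without TetLowProg replicate 12, and without TetLowProg replicate 10 it was 0.60 and the list was called (adjusted p = 0.0303). Over the alternatives the adjusted p reached 0.936. Glycolysis had a mean of 3.75 in this comparison (adjusted p = 0.927).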

ATP metabolism and catabolic pathways involved in generating alternative sources of energy currency were more upregulated in TetLowProg than in TetHighProg, suggesting Tet^lo^ metabolic reprogramming in progressing tumors. Despite similarities in the precursor exhausted phenotype, differences in the transcriptome suggest that metabolic pressure within the progressing tumors and the presence of dysfunctional Tet^hi^ GSW11-specific TILs with higher CD39 and PD-1 expression or competition for binding to anti-PD-1, may have contributed to the metabolic adaptation and immunosuppression of Tet^lo^.

### Low avidity GSW11-specific CD8^+^ T cells exhibit greater cytotoxic function in vitro and in vivo

Next, we compared the cytotoxic potential of Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ T cells by coculturing tetramer-sorted T cells with CT26 cells before staining with annexin V and propidium iodide. Killing was scored as the fraction of all the targets that were positive for both markers. Figure 5A shows that Tet^lo^ cells were significantly more potent cytotoxic T cells than Tet^hi^, killing more than 80% of targets compared with 25%. Interestingly, over 40% of the recovered targets cocultured with Tet^hi^ cells were positive for annexin V staining but negative for propidium iodide staining, suggesting that they had entered a phase of early apoptosis. This phase of apoptosis is reversible and precedes commitment to cell death. Therefore, it is possible that Tet^hi^ has suboptimal cytotoxic function characterized by sublytic granule formation. To determine whether the observed differences in cytotoxic capacity was due to lower lytic granule expression, we performed Granzyme B (GzB) staining on Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ T cells isolated from progressing and regressing CT26 tumors (figure 5B). Both Tet^hi^ and Tet^lo^ were found to express GzB, consistent with both populations inducing early apoptosis. In progressors, more Tet^lo^ were found to be GzB-positive, and these are the subpopulations selected for the adoptive transfer experiments. Thus, these suggested that GzB is not the limiting factor for therapeutic efficacy. Consistent with this, when we measured very early apoptosis using ToPro-3 iodide influx, we found similar levels of activity between Tet^hi^ and Tet^lo^ (figure 5C).

**Figure 5:**
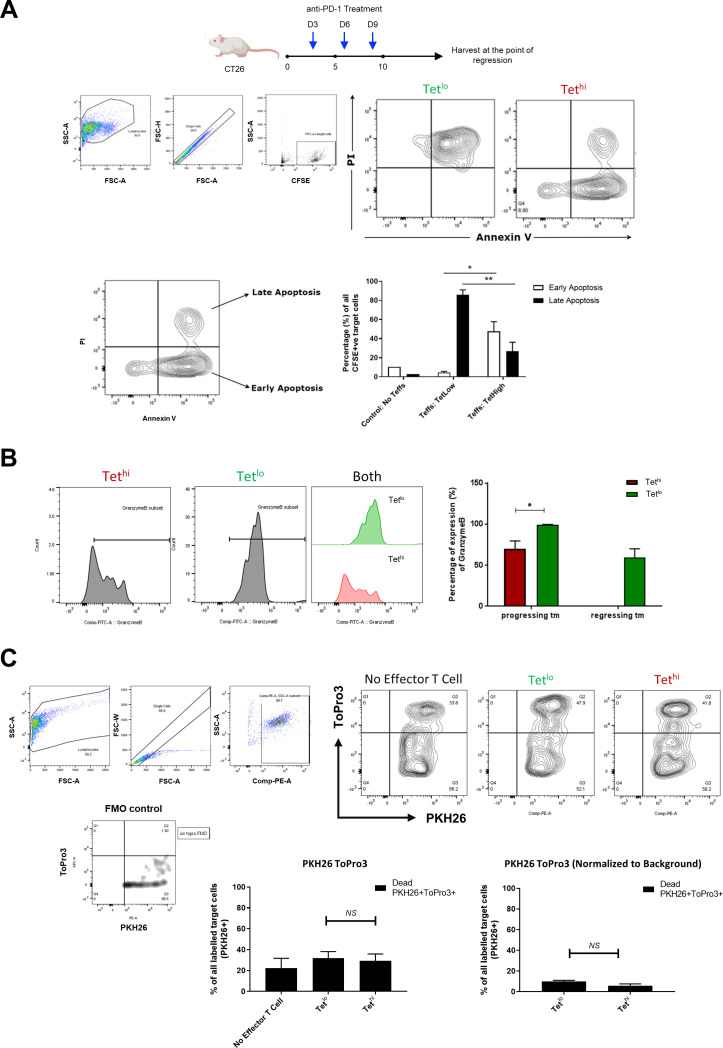
In vitro T cell cytotoxicity studies showed greater potency in killing of CT26 cells by low avidity GSW11-specific CD8^+^ T cells. (A) Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ T cells were FACS sorted from t-dLNs of anti-PD-1 treated mice at the point of regression. The T cell subpopulations were cocultured with CFSE-labeled CT26 cells in an effector to target ratio of 1:10. Killing was scored based on propidium iodide (PI) and annexin V staining, where CT26 cells which are positive for annexin V but negative for PI are in the phase of early apoptosis, while cells positive for both annexin V and PI are in late apoptosis. Contour plots and bar plots show differences in expression of early and late apoptosis markers between CT26 cells cocultured with Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ T cells. (B) Histograms and percentage Granzyme B expression on Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ T cells isolated from the progressing and regressing tumors (tm). (C) PKH26 and ToPro3 staining was conducted to determine very early apoptosis of CT26 following T cell coculture and cytotoxic killing. Contour plots and bar plots show the PKH26 and ToPro3 staining of CT26 cells cocultured with Tet^hi^ or Tet^lo^. CFSE, 5,6-carboxyfluorescein diacetate succinimidyl ester; t-dLNs, tumor-draining lymph nodes.

We determined the in vivo cytotoxic function of Tet^hi^ and Tet^lo^ GSW11-specific CD8^+^ TILs isolated from t-DLNs in controlling tumor growth. TILs were adoptively transferred into recipient tumor mice 1 day following tumor inoculation. Figure 6A shows that Tet^lo^ GSW11-specific T cells were more effective at controlling tumor growth over a period of 40 days than their Tet^hi^ counterparts. By combining adoptive T cell transfer with two doses of anti-PD-1 administered on days 3 and 9 (2 and 8 days after transfer), we found that little improvement in therapeutic efficacy was achieved in mice transferred with Tet^hi^, whereas curative responses were achieved for Tet^lo^ as shown in figure 6B.

**Figure 6:**
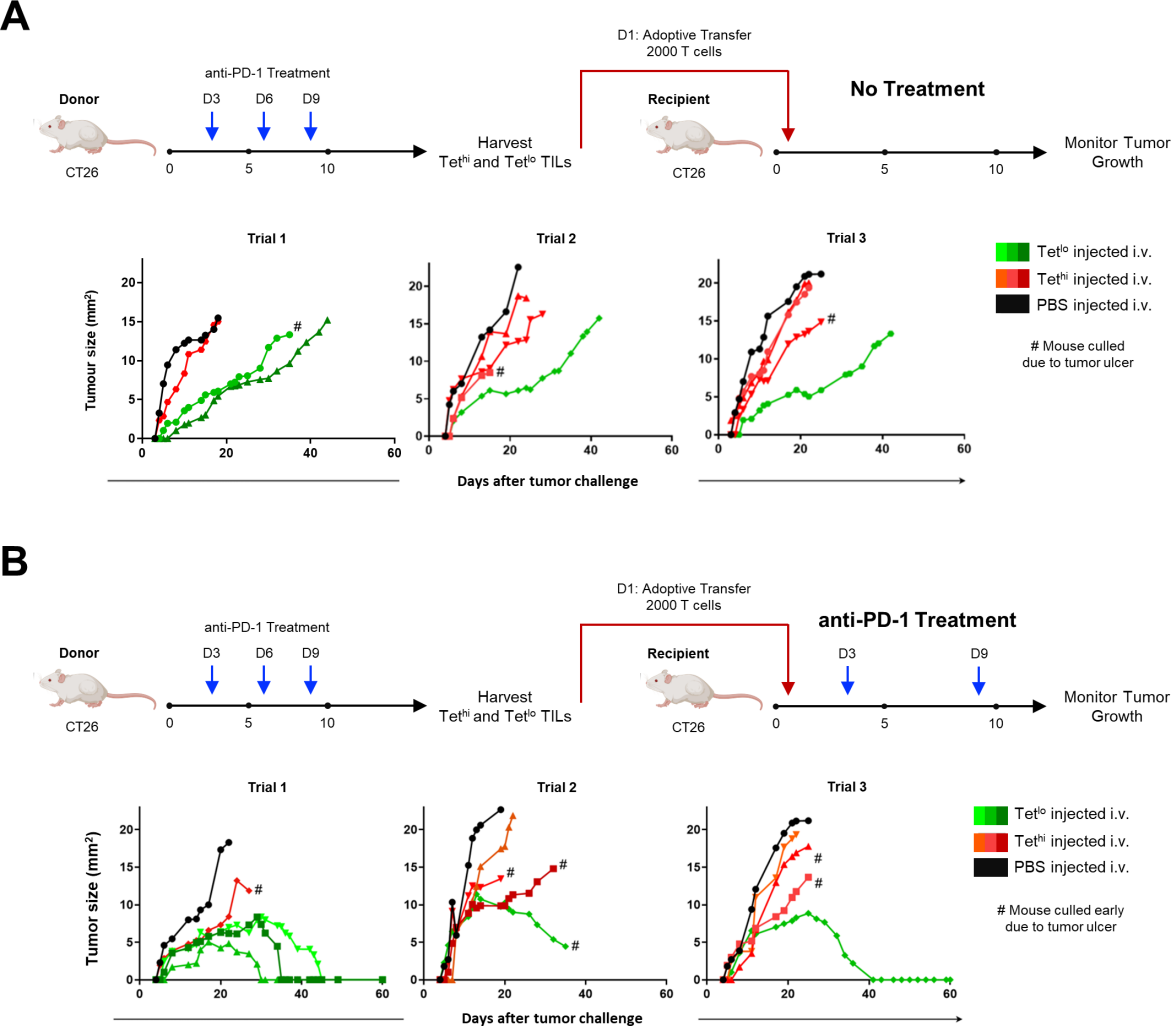
Low avidity GSW11-specific CD8^+^ T cells demonstrated better tumor control in adoptive transfer and curative response was detected in combination with anti-PD-1 therapy. (A) Treatment strategy for adoptive transfer of 2000 Tet^hi^ or Tet^lo^ GSW11-specific isolated from anti-PD-1 treated donor mice into recipient tumor mice. Tumor growth curves of mice adoptively transferred with tumor-specific T cell subsets or phosphate buffered saline (PBS) as control. (B) Treatment strategy for adoptive transfer of 2000 Tet^hi^ or Tet^lo^ GSW11-specific isolated from anti-PD-1 treated donor mice into recipient mice, with additional anti-PD-1 treatment on days 3 and 9. Tumor growth curves of mice adoptively transferred with tumor-specific T cell subsets or PBS as control and treated with anti-PD-1. The tumor growth curves of mice injected with Tet^lo^ GSW11-specific CD8^+^ T cells are color coded as shades of green, mice injected with Tet^hi^ are in shades of red to orange, while mice injected with PBS are color-coded as black. TIL, tumor-infiltrating lymphocyte.

## Discussion

T cell avidity plays a crucial role in antigen presentation and influences the quality of TCR signaling and T cell metabolic fitness. This phenomenon is governed by the overall strength of multiple TCR/pMHC engagements and the effects of costimulatory and coinhibitory interactions.^42^ T cells with high functional avidity have been known to respond to very low antigen doses, while T cells with lower functional avidity require higher antigen doses to mount a similar level of immune response. In cancer, antigen persistence and the inflammatory microenvironment can induce a tolerant state in T cells, leading to hyporesponsiveness, loss of effector function and defective TCR signaling in response to chronic antigen stimulation.^43^ High avidity T cells are known to impose greater selective pressure for antigen loss leading to the outgrowth of tumor cell clones with reduced antigenicity that are more likely to selectively activate high avidity T cells and indirectly lead to exhaustion through chronic stimulation.^44^ Although the superiority of high avidity T cells in cancer and infections is often asserted,^45 46^ other studies have suggested the importance of low avidity T cells for controlling chronic viral infections and established tumors in the presence of persistent antigen engagements^47 48^ and response to self-antigens.^48 49^ A recent study also demonstrated the preferential expansion of T cells with low affinity for the tumor-specific antigen (ovalbumin) in PD-1 deficient mice inoculated with EG7 mouse thymoma.^50^ Therefore, a deeper understanding of the mechanisms and pathways leading to T cell exhaustion in PD-1 immunotherapy, including the role of CD8^+^ specificities and avidity, and a clear demonstration that the strength of individual TCR signals is the key determinant of anti-PD-1 sensitivity is needed.

In this study, we showed that the therapeutic effects of anti-PD-1 in the CT26 model correlate with the preferential expansion of low avidity tumor-specific CD8^+^ T cells (Tet^lo^) with a precursor exhausted phenotype and high cytotoxic function. This is consistent with recent studies which showed that ICIs acts to promote differentiation of a subset of T cell with stem-like properties, expressing the transcription factor Tcf-1 and lacking markers of terminal exhaustion such as Tim-3,^12 51–53^ and for the first-time links anti-PD-1 responsive phenotype to T cell avidity. By investigating the functional phenotype of naturally arising T cells to the identical pMHC, we were able to isolate the impact of T cell avidity on therapeutic rescue by anti-PD-1, and investigate how this treatment effect is ameliorated when both high and low avidity T cells recognizing the same pMHC coexist in the same tumor. In addition, we have previously demonstrated the protective role of low avidity GSW11-specific CD8^+^ T cells in a second immunotherapeutic setting—notably Treg-depletion.^15^ In this study, we showed that treatment with anti-CD25 induced the preferential expansion of low avidity CD8^+^ oligoclones which has a ‘less exhausted’ phenotype and correlated with protection, although this phenomenon cannot be generalized to other immunotherapeutics for example, anti-CTLA-4, anti-TIM-3 and anti-LAG3 as different interventions may have distinct mechanism of action.

Reduced functional avidity promotes central and effector memory CD4^+^ T cell responses to tumor-associated antigens.^54^ The avidity of TCRs has been found to be negatively correlated with tumor-antigen abundance in melanoma patients and TCRs with low avidity and strong tumor recognition have been found in tumors with high expression of tumor-associated antigens.^55^ In contrast, high avidity CD8^+^ T cells are known to undergo exhaustion and antigen-dependent apoptosis in the presence of persistent antigens during chronic viral infections.^56^ These phenomena were found in our experiments where the genes and pathways associated with antigen presentation, TCR signaling, T cell cytotoxic function, and oxidative phosphorylation were significantly upregulated or enriched in Tet^lo^ found in regressing tumors compared with Tet^hi^ in progressing tumors; whereas genes related to DNA damage, apoptosis and autophagy were downregulated. Furthermore, the low avidity population exhibited higher expression of TCF-1 and T-bet, and lower expression of the exhaustion markers CD39, PD-1 and Eomes similar to precursor exhausted or progenitor T cells known to display self-renewing capacity and maintain long-term persistent T cell responses.^57 58^ Although Tet^lo^ from both the regressing and progressing tumors exhibited similar precursor exhausted features and transcriptomics profiles and were both enriched for hallmarks pathways related to allograft rejection, DNA repair, and oxidative phosphorylation, tumor control was not achieved in the progressing tumor and in the presence of Tet^hi^. It is possible that oxygen tension and metabolic immunosuppression within the progressing tumor microenvironment could have suppressed Tet^lo^ function as genes related to hypoxia and metabolic reprogramming such as Cnyp2 and Bckdhb were differentially expressed in Tet^lo^ found in progressing tumors compared with those in the regressing tumors, and gene sets associated with metabolism adaptation, that is, non-coding RNA metabolic process pathway as well as regulation of ion transport and catabolic processes were significantly enriched. On the other hand, it is possible that exhausted Tet^hi^ in progressing tumors may have contributed to the suppressive effects on the Tet^lo^ population. It has been known that PANX1 which is a caspase-mediated channel that conducts ToPro-3 iodide into cells, can also release ATP from cells.^59^ One intriguing consequence of inducing repairable cell damage with sublytic granules, as opposed to commitment to full apoptosis, as suggested by in vitro killing assays of Tet^hi^, is that the former may lead to the release of ATP and potassium ions from target cells without target killing.^60 61^ The ectonucleoside triphosphate diphosphohydrolase-1 or CD39 is expressed on tumor-reactive T cell populations in cancers.^62^ Tet^hi^ expresses high levels of CD39 which, together with the ecto-5’ nucleotidase CD73, could potentially metabolize extracellular ATP to generate high local concentrations of immunosuppressive adenosine that acts on both Tet^hi^ and Tet^lo^ recognizing the same epitope. Furthermore, a recent study showed that terminally exhausted CD8^+^ T cells in hypoxic tumors are capable of suppressing tumor-specific T cell populations in vivo and are dependent on the high expression of CD39 for generating immunosuppressive adenosine.^63^

One of the limitations of our study is the use of only one mouse tumor model. We focused on CT26 as the model system for this study as it is the most extensively investigated syngeneic mouse tumor models in preclinical studies and has been used to validate most immune checkpoint blockade immunotherapeutics currently in the clinic or in clinical trials, with well over 500 studies in literature. Previously, we have mapped the tumor antigen landscape of the CT26 model where the novel tumor epitope GSW11 has been shown to be abundantly expressed in CT26 tumors and contributed to the immunodominant response among tumor-infiltrating CD8^+^ T cells.^21^ However, despite the presence of T cell infiltration in tumors, CT26 is not immunogenic and is only moderately responsive to anti-PD-1. One of the reasons may be cancer immunoediting,^64^ TCR avidity and chronic stimulation,^55^ thus we moved on to investigate the underlying mechanisms within the setting of the CT26 model. It is also important to note that other immune cells in the CT26 tumor microenvironment such as CD4^+^ T helper cells may have contributed to the expansion of low avidity tumor-specific CD8^+^ T cells in the presence of anti-PD-1. While an in-depth analysis of CD4^+^ T helper cells lies outside the scope of this study, Jin *et al* have previously shown that CD4^+^ T cell depletion prior to CT26 tumor installation has very little effect on tumor growth, and does not affect anti-PD-1 efficacy, in contrast to CD8^+^ T cell depletion.^16^ This suggests that the role of T helper cells in tumor control both naturally and in the context of anti-PD-1 may be difficult to define.

pMHC affinity is important for the identification of neoepitopes in cancer vaccines. Our results indicate that targeting subdominant T cell responses with lower avidity against pMHC affinity neoepitopes may be a viable therapeutic strategy: including vaccination approaches that enrich TCF-1^+^ T cells. Because TCF-1^+^ cells repopulate the cytotoxic T cell pool and respond to anti-PD-1, engaging subdominant T cell responses may result in more durable tumor control and a better response to ICIs. Future therapeutic approaches may consider interventions to expand the low avidity T cell population via vaccination or adoptive T cell transfer and in combination with anti-PD-1 or drugs targeting immunometabolism to boost treatment efficacy.

10.1136/jitc-2023-007114.supp4 Supplementary data

## Data Availability

Data are available on reasonable request. RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE221590. All algorithms used for RNAseq analysis were publicly available R packages. Additional information required is available from the lead contact on request.

# Supplementary material for: Reactivation of low avidity tumor-specific CD8+ T cells associates with immunotherapeutic efficacy of anti-PD-1
**Source:** J Immunother Cancer. 2023 Aug 16;11(8):e007114. doi: 10.1136/jitc-2023-007114
**Supplement:** Supplementary data

Supplemental Materials

Supplemental Figure 1.

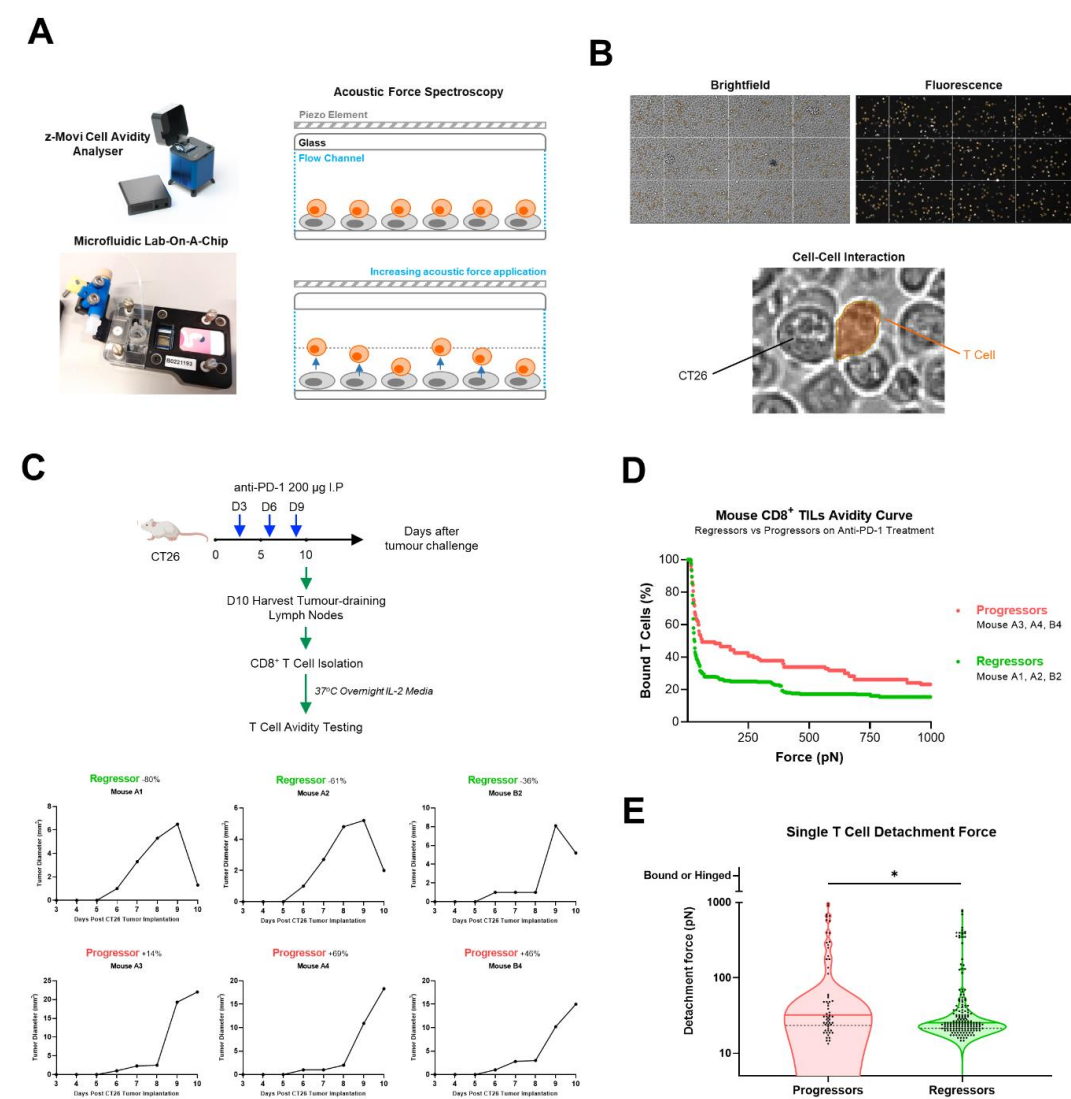

Biophysical measurement of T cell avidity of CD8<sup>+</sup> TILs isolated from t-dLNs of regressors and progressors following anti-PD-1 treatment. (A) Direct biophysical measurement of the amount of force (pN) required to detach the effector T cells from CT26 cells was performed using acoustic force spectroscopy with the LUMICKS Z-Movi cell avidity analyzer. (B) Image-based tracking of single fluorescently labelled CD8<sup>+</sup> T cells and their interactions with CT26 cells. (C) CD8<sup>+</sup> TILs were isolated from the t-dLNs of regressors and progressors treated with anti-PD-1, with the tumor growth and response curves from individual mice shown. (D) T cell avidity curve expressed in terms of percentage bound T cells and (E) single T cell detachment force comparing between the TCR avidity of CD8<sup>+</sup> TILs isolated from progressors versus regressors.

Supplemental Figure 2.

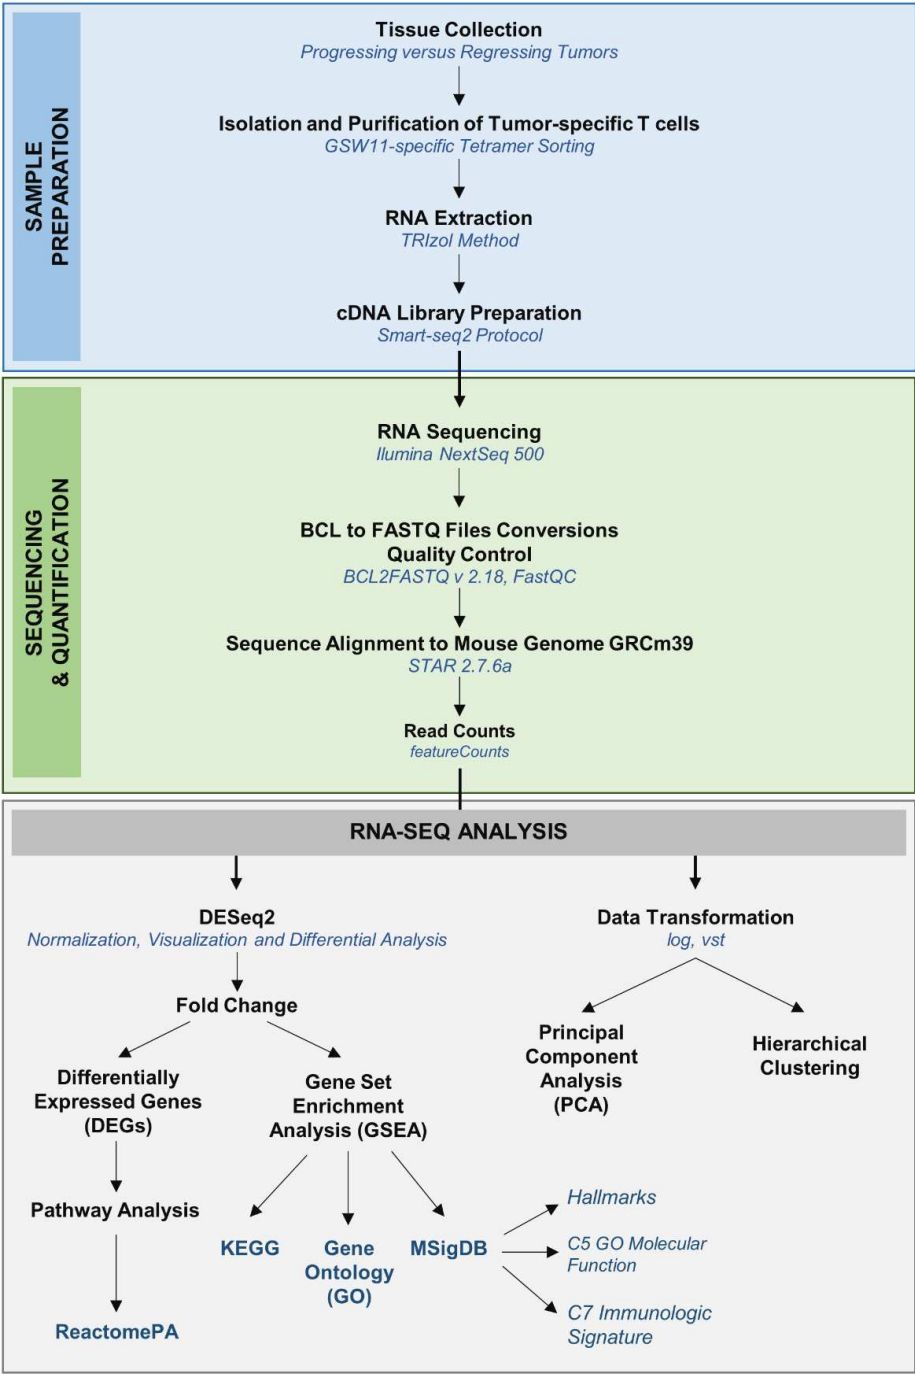

Pipeline for preparation of RNA samples, bulk RNA-seq and analysis.

Supplemental Figure 3.

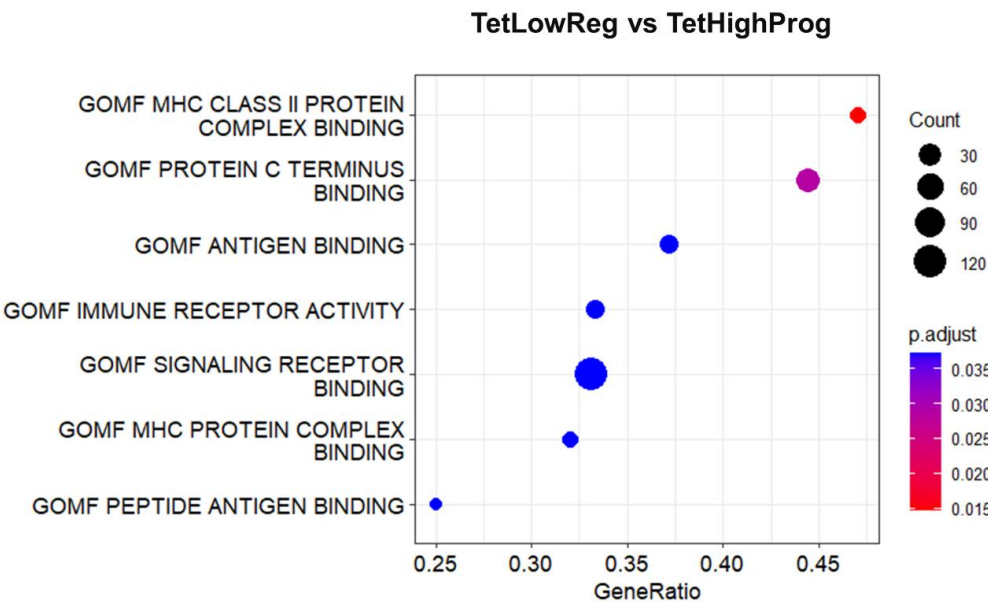

Gene Set Enrichment Analysis (GSEA) using MSigDb C5 Gene Ontology Molecular Function (GOMF). Dotplot showing significantly enriched cellular processes in TetLowReg vs. TetHighProg. Size of the count represents the gene counts of the significantly enriched GOMF biological processes and significance was determined by the adjusted *p*-values.

**Supplemental Figure 4.**

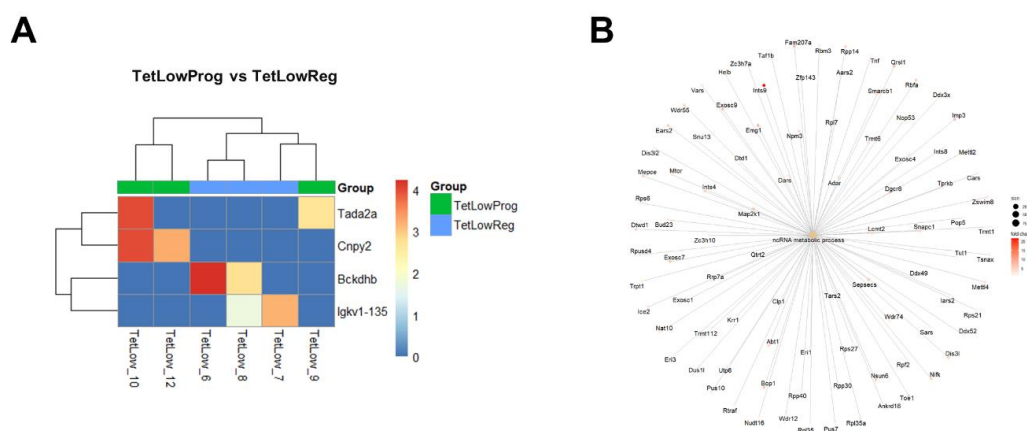

Differential gene expression and gene ontology enrichment analysis of TetLowProg vs. TetLowReg. **(A)** Heatmap of DESeq2 analysis of differentially expressed genes in TetLowProg vs. TetLowReg. **(B)** GO term analysis showed significant enrichment in metabolic processes involving non-coding RNA transcripts.

Supplemental Figure 5.

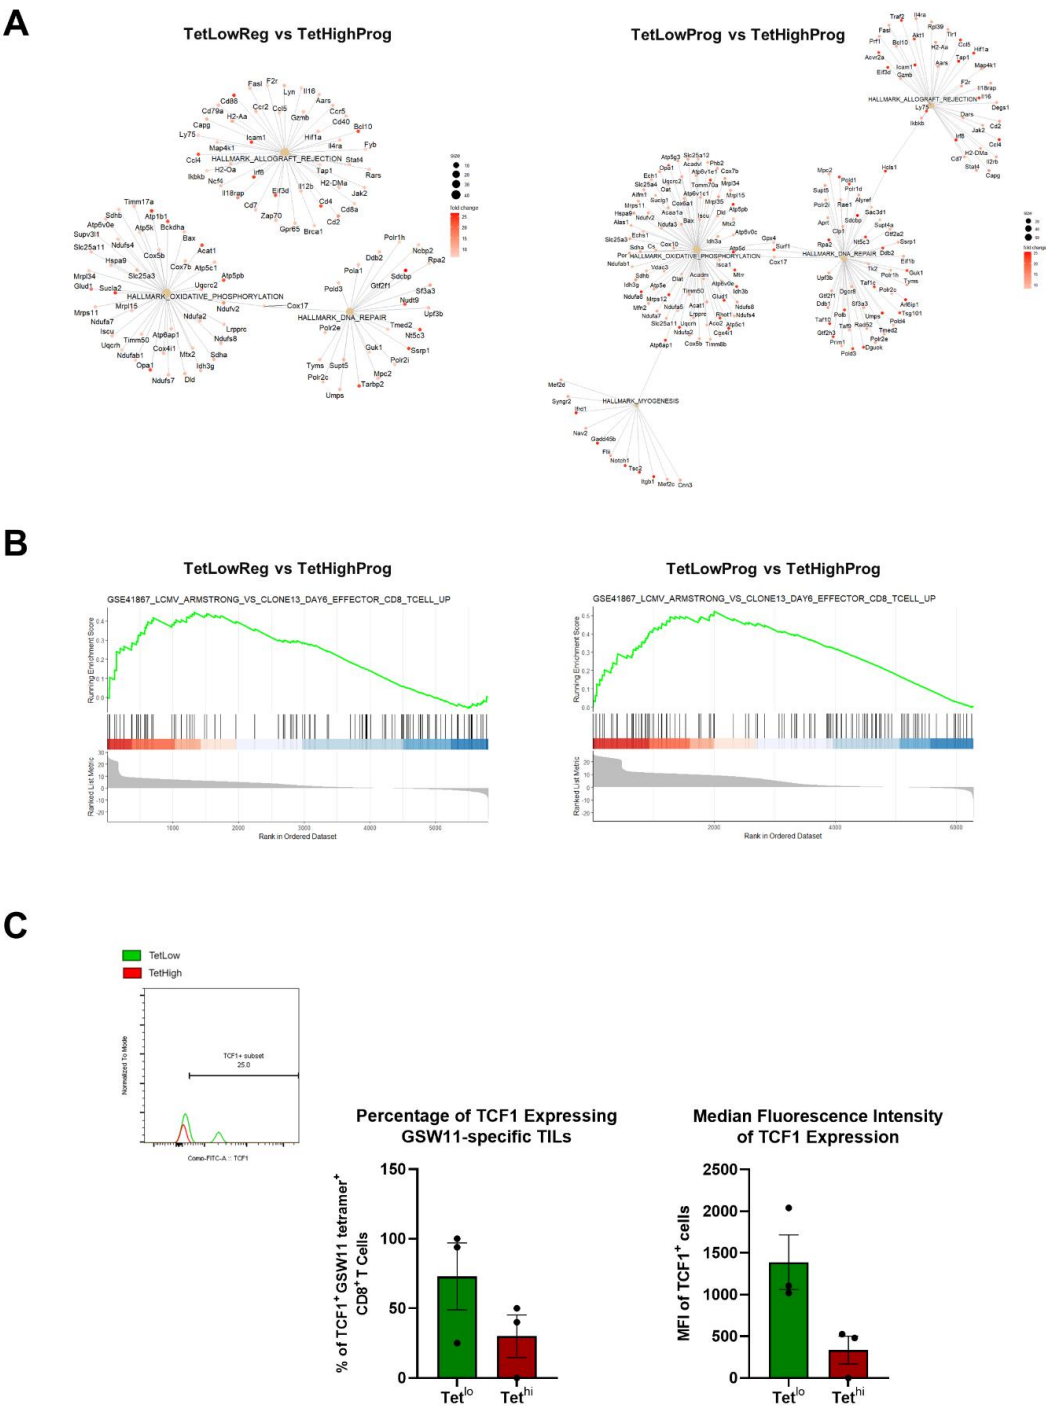

Comparison between the transcriptomic and functional profiles of Tetlo GSW11-specific CD8<sup>+</sup> T cells found in regressing and progressing tumors. **(A)** GSEA analysis using MSigDb Hallmark gene sets showing the shared pathways between TetLowReg and TetLowProg. The scalebars of the node size reflects the number of significantly enriched genes in the node and fold change indicates the level of gene expression. **(B)** Running enrichment score and preranker list plots of GSEA analysis using the MSigDb C7 Immunologic Signature (GSE41867) for TetLowReg and TetLowProg compared to TetHighProg. **(C)** Flow cytometric analysis of Tcf-1 expression on GSW11-specific CD8<sup>+</sup> TILs in the form of a histogram plot, and percentage and median fluorescence intensity (MFI) bar plots.

Supplemental Figure 6.

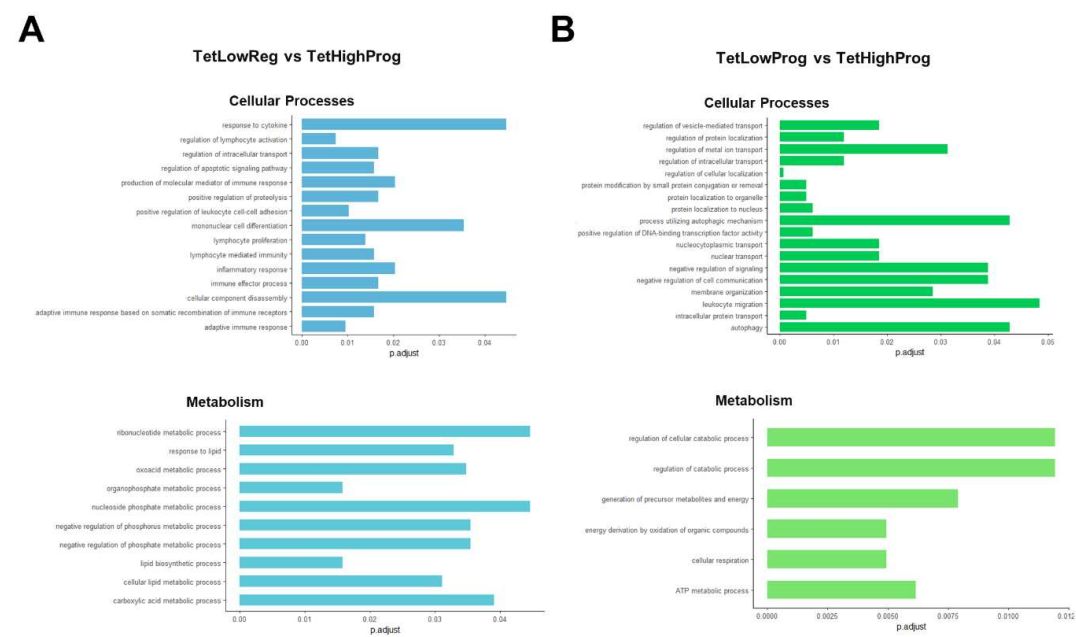

Gene Ontology (GO) term analysis of significantly enriched cellular and metabolic processes in **(A)** TetLowReg and **(B)** TetLowProg compared to TetHighProg.

**Supplemental Table 1.**

Tumor growth monitoring of individual CT26 tumor models on anti-PD-1 therapy. The tumor growth was measured based on tumor size or diameter (mm<sup>2</sup>). Response was determined based on the REET score.

**Supplemental Table 2.**

List of differentially expressed genes in TetLowReg vs. TetHighProg. 

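Each gene of the table was looked up in the deposited counts by its Ensembl identifier. Of the 1071 identifiers 1034 matched as printed and 37 matched after one zero was removed. Among the 1054 genes listed as higher in TetLowReg, 66 had at least 10 counts in all 3 TetLowReg libraries, 935 in 2 of them, 24 in 1 and 29 in none. At a minimum of 1 count, 164 genes were found in all 3 TetLowReg libraries. By library, the number with at least 10 counts was 83, 1012 and 997 in TetLowReg replicates 6, 7 and 8, and 13, 1 and 21 in TetHighProg replicates 1, 2 and 5. It was 809, 94 and 821 in TetLowProg replicates 9, 10 and 12. In the TetHighProg libraries 1023 of the 1054 genes had fewer than 10 counts throughout and 742 had 0. EdgeR tested 925 of them, each with a positive fold change, and 582 passed an unadjusted p of 0.05. The TetLowReg and TetHighProg libraries did not overlap for 142 of the 1054, and 665 of the 1054 could not separate under any grouping because of their 0 counts. Chance gives 10% for genes not chosen from these libraries, so it is no yardstick for this table. Of the 17 genes listed as lower, edgeR tested 16, all with a negative fold change, 6 passed an unadjusted p of 0.05 and 7 did not overlap between the groups. In the paper's table 25 genes have a log2 fold change above 20.

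**Figure D3:**
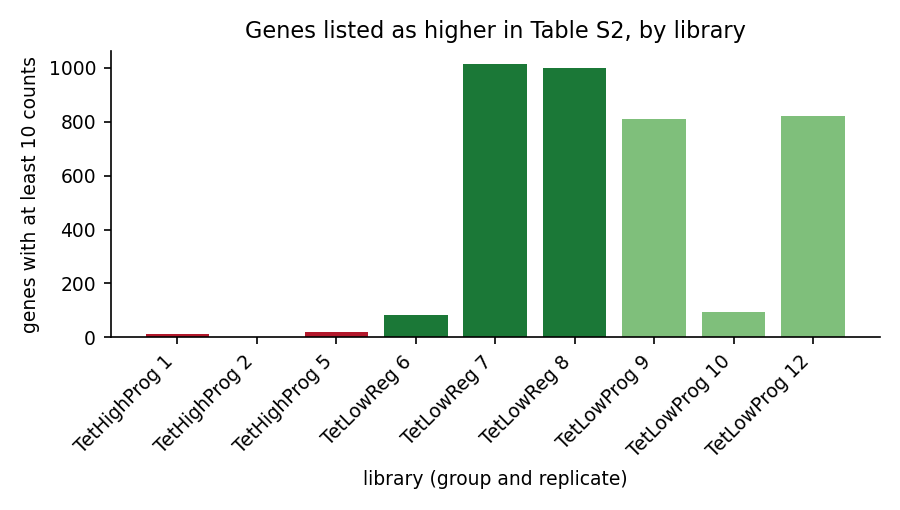
Number of the 1054 genes listed as higher in TetLowReg that have at least 10 counts, for each of the 9 libraries. TetLowReg replicate 6 has 83 of them and TetLowProg replicates 9 and 12 have 809 and 821.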

1054 genes were upregulated, and 17 genes were downregulated in Tet<sup>lo</sup>CD8<sup>+</sup>CD44<sup>+</sup> GSW11-specific T cells isolated from the regressing tumors compared to their high avidity counterparts from the progressing tumors.

**Supplemental Table 3.**

List of enriched REACTOME pathways in TetLowReg vs. TetHighProg. 

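An enrichment score of this kind comes from gene set enrichment analysis. All genes are ranked, here by the difference between TetLowReg and TetHighProg, and a running sum rises at each gene of the pathway and falls at each other gene. The score is the largest distance of that sum from 0, so a positive score means that the genes of the pathway lie toward the TetLowReg end of the ranking. The paper's methods name a hypergeometric test for the p values of pathways. The adjusted p values given with the scores computed from the deposited counts compare a score with those of random sets of genes of the same size, and so take genes, not libraries, as the units. Pathway identifiers in the table carry the prefix of human Reactome pathways, to which mouse genes are assigned through their human counterparts. Pathways that share genes, such as those of the proteasome, do not give separate evidence.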

Immune-related biological pathways are highlighted as green.

## Supplemental Methods

### Response Evaluation in Early Tumors

Tumor progression or regression of anti-PD-1 treatment was determined by a Tumor Control Index criterion [19] where a Response Evaluation in Early Tumors (REET) score of 0 indicates that the tumor is progressing; a score of 1 represents a tumor that has regressed by less than 10% per day since the last measurement timepoint; a score of 2 indicates that the tumor has regressed by more than 10% per day since the last measurement timepoint, and a score of 3 indicates a tumor that has regressed by more than 10% per day for two consecutive days. The study endpoint for each experimental mouse was reached when a REET score of 2 or more was met.

### Bulk RNA-seq

Tet<sup>hi</sup> and Tet<sup>lo</sup> GSW11-specific CD8<sup>+</sup> T cells were sorted by FACS from regressing and progressing tumors and harvested into TRIzol reagent for bulk RNA-seq. Full-length libraries were prepared using the Smart-seq2 protocol as described by Picelli et al. [20]. Briefly, RNA extraction and purification were performed using a Zymo Quick RNA Miniprep Kit (Zymo, USA) prior to cDNA synthesis. The purified RNA was quantified using a Qubit 4 Fluorometer (Invitrogen) and the quality was determined using an Agilent 2100 Bioanalyzer with the Agilent RNA 6000 Nano Kit (Agilent Technologies). RNA was reverse transcribed using SuperScript II (Invitrogen) and cDNA pre-amplification was performed using KAPA HiFi HotStart ReadyMix (Roche Molecular Systems) for 22 cycles of amplification. cDNA libraries were purified using Agencourt AMPure XP beads (Beckman Coulter) according to the manufacturer's

instructions. The cDNA product was analyzed using an Agilent 2100 Bioanalyzer with an Agilent High Sensitivity DNA kit (Agilent Technologies). Tagmentation and library preparation were performed using an Illumina Nextera XT DNA Library Preparation Kit (Illumina) with 150 pg of purified cDNA from each sample. The tagmented and indexed PCR products were further purified using Agencourt AMPure XP beads, and the DNA concentration, average fragment size and molarity were confirmed using a Bioanalyzer and Qubit assessment. Paired-end sequencing of the pooled libraries was performed on the NextSeq 500 platform using a high output kit v2.5 for 75 cycles. A total of 400 million single end reads (Illumina) libraries from nine samples were multiplexed to give in excess of the targeted 30 million single end reads per library.

The Binary Base Call (BCL) files from the sequencing run were converted into FASTQ files using the BCL2FASTQ software package version 2.18 and transferred to the University of Southampton IRIDIS High Performance Computing Cluster. Following demultiplexing, the RNA reads were checked for sequence quality using FastQC (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). The paired-end reads were aligned to the mouse reference genome GRCm39 using STAR 2.7.6a and the mapped reads were assigned genomic features using *featureCounts*. Differential gene expression analysis was performed in the R software version 4.2.1 environment using the DESeq2 package 1.36.0 which involved the Wald test and Benjamini-Hochberg correction to obtain the log fold change in gene expression levels between conditions, normalized gene counts, and examination of sample-level variation using principal component analysis. Significance was defined as  $P < 0.05$ ,  $\log_2$  fold change  $> 2$ , and differentially expressed genes were visualized in plots

using *pheatmap* for hierarchical clustering and *EnhancedVolcano*. Gene set enrichment analysis (GSEA) was performed using the Kyoto Encyclopaedia of Genes and Genomes (KEGG), Gene Ontology (GO) and Molecular Signatures Database (MSigDB) databases in clusterProfile 4.0. A more detailed pathway analysis of the transcriptome based on the REACTOME database was performed using ReactomePA. The *P* values for pathway enrichment analyses were calculated using a hypergeometric test and significantly enriched pathways were identified using a threshold false discovery rate (FDR) of 0.05. Data visualization was conducted using *enrichplot*.

### **Biophysical measurement of T cell avidity**

CD8<sup>+</sup> T cells were isolated from individual t-dLNs of regressors and progressors (anti-PD-1 treated mice) using magnetic-activated cell sorting by negative selection (Miltenyi Biotec). T cells were allowed to rest overnight in 10% FBS RPMI-1640 supplemented with 20 U/mL of recombinant IL-2 (Peprotech Inc.) and maintained at 37°C, 5% CO<sub>2</sub> in a humidified atmosphere. For acoustic force spectroscopy using the Z-Movi cell avidity analyzer (LUMICKS, The Netherlands), microfluidic chips were first functionalized with 1M NaOH followed by coating with poly-L-lysine (Sigma-Aldrich) and rehydration with prewarmed media. Target cell monolayer seeding was then performed with CT26 cells (80% confluency) at a seeding density of 100 million cells/mL and frequent checking under the microscope to ensure no bubble formation and appropriate seeding and cellular density. Cells were incubated for 2 h at 37°C, with fresh change of media in between. CD8<sup>+</sup> T cells isolated from the tdLN of individual mouse were pulsed with 10 µM GSW11 peptide in the presence of IL-2 for 2 h at 37°C before staining with CellTrace Far Red Proliferation Kit (ThermoFisher

Scientific) according to manufacturer's instructions. The labelled cells were then seeded into the microfluidic chip followed by incubation for 10 min with the CT26 monolayer in the presence of GSW11 peptide, prior to acoustic force application and image-based fluorescent T cell tracking. CD8<sup>+</sup> T cells from all mice were evaluated on the same microfluidic chips and the order was randomized between chips on repeated runs. Automated detection of T cell detachment force was performed using the Ocea software (LUMICKS).

# Supplementary material for: Reactivation of low avidity tumor-specific CD8+ T cells associates with immunotherapeutic efficacy of anti-PD-1
**Source:** J Immunother Cancer. 2023 Aug 16;11(8):e007114. doi: 10.1136/jitc-2023-007114
**Supplement:** Supplementary data

Response Evaluation in Early Treatment (REET) Score

Based on Tumor Control Index criterion<sup>18</sup>  
CT26 mouse colorectal carcinoma, anti-PD-1 treatments on day 3, 6 and 9

REET Score

- 0 = Growing
- 1 = Shrinking but less than 10% per day since last measurement point
- 2 = Shrinking more than 10% per day since last measurement point
- 3 = Shrinking more than 10% per day for 2 consecutive days

\*Each row represents the scoring for 1 mouse.

| Days post tumor implantation | Trial 1 |   |   |   |   |   | Trial 2 |   |   |   |   |   |
|------------------------------|---------|---|---|---|---|---|---------|---|---|---|---|---|
| 0                            | 0       | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 | 0 |
| 2                            | 0       | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 | 0 |
| 3                            | 0       | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 | 0 |
| 4                            |         |   |   |   |   |   |         |   |   |   |   |   |
| 5                            |         |   |   |   |   |   |         |   |   |   |   |   |
| 6                            | 0       | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 | 0 |
| 7                            |         |   |   |   |   |   |         |   |   |   |   |   |
| 8                            | 0       | 0 | 0 | 0 | 1 |   |         |   |   |   |   |   |
| 9                            | 1       | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 | 0 |
| 10                           | 2       | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 1 | 1 | 0 |
| 11                           |         |   |   |   |   | 0 | 0       | 0 | 2 | 0 | 0 | 0 |
| 12                           |         |   |   |   |   |   |         |   |   |   |   |   |

| Days post tumor implantation | Trial 3 |   |   |   |   | Trial 4 |   |   |   |   |
|------------------------------|---------|---|---|---|---|---------|---|---|---|---|
| 0                            | 0       | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 |
| 2                            |         |   |   |   |   | 0       | 0 | 0 | 0 | 0 |
| 3                            |         |   |   |   |   | 0       | 0 | 0 | 0 | 0 |
| 4                            | 0       | 0 | 0 | 0 | 0 |         |   |   |   |   |
| 5                            |         |   |   |   |   |         |   |   |   |   |
| 6                            |         |   |   |   |   | 0       | 0 | 0 | 0 | 0 |
| 7                            | 0       | 0 | 0 | 0 | 0 |         |   |   |   |   |
| 8                            | 0       | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 1 |
| 9                            | 0       | 0 | 0 | 0 | 2 | 1       | 0 | 0 | 0 | 0 |
| 10                           | 0       | 0 | 0 | 1 | 0 | 2       | 0 | 0 | 0 | 0 |
| 11                           | 0       | 0 | 0 | 1 | 2 |         |   |   |   |   |
| 12                           |         |   |   |   |   |         |   |   |   |   |

| Days post tumor implantation | Trial 5 |   |   |   |   |   |   | Trial 6 |   |   |   |   |   |
|------------------------------|---------|---|---|---|---|---|---|---------|---|---|---|---|---|
| 0                            | 0       | 0 | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 | 0 |
| 2                            | 0       | 0 | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 | 0 |
| 3                            |         |   |   |   |   |   |   |         |   |   |   |   |   |
| 4                            | 0       | 0 | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 | 0 |
| 5                            |         |   |   |   |   |   |   |         |   |   |   |   |   |
| 6                            |         |   |   |   |   |   |   | 0       | 0 | 0 | 0 | 0 | 0 |
| 7                            | 0       | 0 | 0 | 0 | 0 | 0 | 0 |         |   |   |   |   |   |
| 8                            | 0       | 0 | 0 | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 | 0 |
| 9                            | 0       | 0 | 0 | 0 | 0 | 1 | 0 | 0       | 2 | 2 | 2 | 0 | 0 |
| 10                           | 0       | 0 | 1 | 0 | 0 | 1 | 0 | 0       | 3 | 0 | 0 | 0 | 0 |
| 11                           | 0       | 0 | 0 | 0 | 2 | 2 | 0 |         |   |   |   |   |   |
| 12                           |         |   |   |   |   |   |   |         |   |   |   |   |   |

| Days post tumor implantation | Trial 7 |   |   |   |   | Trial 8 |   |   |   |   |
|------------------------------|---------|---|---|---|---|---------|---|---|---|---|
| 0                            | 0       | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 |
| 2                            | 0       | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 |
| 3                            | 0       | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 |
| 4                            |         |   |   |   |   |         |   |   |   |   |
| 5                            |         |   |   |   |   |         |   |   |   |   |
| 6                            | 0       | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 |
| 7                            | 0       | 0 | 0 | 0 | 0 | 0       | 0 | 0 | 0 | 0 |
| 8                            |         |   |   |   |   |         |   |   |   |   |
| 9                            | 0       | 0 | 0 | 0 | 0 | 0       | 2 | 0 | 1 | 0 |
| 10                           | 1       | 1 | 0 | 0 | 0 |         |   |   |   |   |
| 11                           |         |   |   |   |   |         |   |   |   |   |
| 12                           | 0       | 2 | 0 | 0 | 0 |         |   |   |   |   |

| Days post tumor implantation | Trial 9 |   |   |   |   | Trial 10 |   |   |   |   |   |
|------------------------------|---------|---|---|---|---|----------|---|---|---|---|---|
| 0                            | 0       | 0 | 0 | 0 | 0 | 0        | 0 | 0 | 0 | 0 | 0 |
| 2                            | 0       | 0 | 0 | 0 | 0 |          |   |   |   |   |   |
| 3                            | 0       | 0 | 0 | 0 | 0 | 0        | 0 | 0 | 0 | 0 | 0 |
| 4                            |         |   |   |   |   | 0        | 0 | 0 | 0 | 0 | 0 |
| 5                            |         |   |   |   |   | 0        | 0 | 0 | 0 | 0 | 0 |
| 6                            | 0       | 0 | 0 | 0 | 0 |          |   |   |   |   |   |
| 7                            | 0       | 0 | 0 | 0 | 0 | 0        | 1 | 0 | 0 | 0 | 0 |
| 8                            |         |   |   |   |   |          |   |   |   |   |   |
| 9                            | 0       | 0 | 0 | 0 | 2 | 0        | 0 | 0 | 0 | 0 | 0 |
| 10                           | 0       | 1 | 1 | 0 | 3 | 0        | 0 | 0 | 0 | 2 | 2 |
| 11                           |         |   |   |   |   |          |   |   |   |   |   |
| 12                           |         |   |   |   |   |          |   |   |   |   |   |

| Days post tumor implantation | Trial 11 |   |   |   |   |   |   | Trial 12 |   |   |   |   |   |   |
|------------------------------|----------|---|---|---|---|---|---|----------|---|---|---|---|---|---|
| 0                            | 0        | 0 | 0 | 0 | 0 | 0 | 0 | 0        | 0 | 0 | 0 | 0 | 0 | 0 |
| 2                            | 0        | 0 | 0 | 0 | 0 | 0 | 0 | 0        | 0 | 0 | 0 | 0 | 0 | 0 |
| 3                            |          |   |   |   |   |   |   |          |   |   |   |   |   |   |
| 4                            | 0        | 0 | 0 | 0 | 0 | 0 | 0 | 0        | 0 | 0 | 0 | 0 | 0 | 0 |
| 5                            |          |   |   |   |   |   |   |          |   |   |   |   |   |   |
| 6                            |          |   |   |   |   |   |   | 0        | 0 | 0 | 0 | 0 | 0 | 0 |
| 7                            | 0        | 0 | 0 | 0 | 0 | 0 | 0 |          |   |   |   |   |   |   |
| 8                            |          |   |   |   |   |   |   |          |   |   |   |   |   |   |
| 9                            | 0        | 0 | 0 | 0 | 0 | 0 | 0 | 0        | 0 | 0 | 0 | 0 | 0 | 0 |
| 10                           | 2        | 1 | 0 | 2 | 0 | 0 | 0 | 2        | 0 | 1 | 0 | 0 | 0 | 0 |
| 11                           | 3        | 0 | 0 | 3 | 0 | 0 | 0 | 3        | 0 | 0 | 0 | 0 | 0 | 0 |
| 12                           |          |   |   |   |   |   |   |          |   |   |   |   |   |   |

# Supplementary material for: Reactivation of low avidity tumor-specific CD8+ T cells associates with immunotherapeutic efficacy of anti-PD-1
**Source:** J Immunother Cancer. 2023 Aug 16;11(8):e007114. doi: 10.1136/jitc-2023-007114
**Supplement:** Supplementary data

## Differentially Expressed Genes

TetLowReg vs TetHighProg

### Upregulated Transcripts = 1054

**Downregulated Transcripts = 17**

# Supplementary material for: Reactivation of low avidity tumor-specific CD8+ T cells associates with immunotherapeutic efficacy of anti-PD-1
**Source:** J Immunother Cancer. 2023 Aug 16;11(8):e007114. doi: 10.1136/jitc-2023-007114
**Supplement:** Supplementary data

## Reactome Pathway Analysis

### TetLowReg vs TetHighProg

How the deposited data were processed for this re-analysis (not part of the article)

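RNA was sequenced from tetramer-sorted T cells of 3 groups with 3 libraries each: high avidity cells from progressing tumors (TetHighProg), low avidity cells from regressing tumors (TetLowReg) and low avidity cells from progressing tumors (TetLowProg). The deposited values are raw read counts per gene, 1 table per library, which the authors made by aligning reads to the mouse genome build GRCm39 with STAR 2.7.6a. The paper's methods name featureCounts for assigning reads to genes, while the layout of the tables is that of STAR's own gene counts, and the annotation release is not stated. Reads that mapped to several places or to overlapping genes are left out of the gene counts. The values were checked to be whole numbers with totals that differ between libraries. Of the reads counted on either strand, 50.2% to 50.8% fell on one strand in every library, so the unstranded counts were used. Each table holds 32976 genes, of which 28645 were matched to the annotation (GENCODE M39) that gave gene names and coordinates, and 4 summary lines of each table were left out.

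Depth was 33409472, 25323802 and 22688777 gene counts in TetHighProg replicates 1, 2 and 5, 22040786, 36429515 and 16405306 in TetLowReg replicates 6, 7 and 8, and 36339555, 25141184 and 31501244 in TetLowProg replicates 9, 10 and 12. Unmapped reads were 5.02% to 10.4% of a library, reads at several places 7.51% to 14.5% and ambiguous reads 1.05% to 1.96%. Shares of counts carry 95% Clopper-Pearson intervals and ratios with 1 to 3 counts in a group carry 95% counting intervals. Both cover counting error only, not the amplification of cDNA or the difference between mice. Where a group had 0 counts, its limit was set at 3 counts over the group.

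Genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors from 0.600 to 1.82) in R 4.3.3, with the 3 groups in one model and the filter of edgeR on low counts at its default. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 2, two-sided. The standard error given with an edgeR fold change is its absolute value divided by the root of its F statistic. It is derived from the test and is not a fitted standard error like that of DESeq2. A fold change lay within the error where its distance from the paper's was at most the larger of both standard errors. Fitted fold changes of edgeR use its default prior count, while log2 CPM values use a prior count of 2. Lists of genes and Reactome sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and called at an adjusted p under 0.05. Lists with fewer than 3 tested genes were not tested. The principal component analysis used the variance stabilizing transformation of DESeq2 1.42.0 and 500 genes. Single values per library were compared with two-sided exact permutation tests, which cannot give a p under 0.1 for 3 libraries against 3. A gene counted as found at 10 counts or more. Figures were drawn with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

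The edgeR, DESeq2 and limma-voom tests were tested on simulated data shaped like TetLowReg against TetHighProg, with 200 genes raised 16-fold. Larger changes were not simulated. Each gene was drawn independently, so the loss of many genes together in a library was not part of the simulation. At the spread estimated from the libraries, edgeR recovered 0 of the 200 among 4972 genes tested and called none, limma-voom recovered 2 with no false call, and DESeq2 on the 2 groups alone recovered 30 (15%) among 5779 genes while calling 348 unchanged genes. At a low spread each of the 3 recovered all 200 without a false call.

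The lists cover T cells, cytotoxicity, exhaustion, progenitor state, TCR signaling, MHC class II, glycolysis, autophagy, DNA damage and apoptosis, B cells, macrophages and dendritic cells, CD4 T cells and Tregs, erythroid cells, CT26 tumor and stroma, nuclear OXPHOS, mitochondrial OXPHOS, ribosomal proteins, the proteasome, MCM helicase and TRBV genes. Table S2 had been seen when the lists were written. The genes given by name are those the paper names or stains for in its RNA-seq comparisons, the sort markers, the class II genes, the largest TRBV gene of each library with Trbv26 and Trbv17, and per comparison the 5 largest rises and 5 largest falls among called genes whose libraries do not overlap, or the genes called if fewer than 5. This rule was set before the deposited counts were opened, when the values in the paper's tables and figures had been seen. As edgeR called no gene, the last part of the rule added none.

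The alternatives for genes were no filter, a strict filter (10 counts in every library of at least 1 group), library size in place of TMM, DESeq2 with default or poscounts size factors, limma-voom with sample quality weights, edgeR on the 2 groups compared, mitochondrially encoded genes left out, no threshold on the fold change, and each library left out in turn. Lists and sets were also tested with fry of limma and with preranked GSEA (fgsea 1.28.0). Detection was also counted at 1 and 100 counts and with every library thinned to the smallest total. Principal components were also computed over all tested genes and on log2 CPM. TRBV usage was also taken over genes with 10 counts or more and per total of gene counts. DESeq2 on the 2 groups alone, its repeats with each library left out and the pathways ranked by it were added after seeing the data, and so were models with a term for the side of genes detected (few or many, parted at the largest ratio or at the largest difference between neighboring libraries), the correlation on log2 CPM with no filter, and the largest TRBV gene in CPM with each library left out.

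The flow cytometry and the functional assays of the paper are not part of the deposited counts and were left out. Of the paper's enrichment analyses only the Reactome processes with a set of the same name were repeated, since sets of the other collections were not at hand.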

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

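The tests of where the transcripts in this part came from were all chosen after the transcripts had been seen. They concern markers of cell types outside the sorted CD8 T cells, and each list stood out because its share of counts in a low avidity library was above that of every TetHighProg library.

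B cell transcripts reached 0.347% of the gene counts in TetLowReg replicate 7, against at most 0.000643% in a TetHighProg library (replicate 5), and 4 low avidity libraries lay above every TetHighProg library. In TetLowReg replicates 7 and 8 and TetLowProg replicate 12 at least 10 of the 11 B cell genes with counts in the deposited tables had 10 counts or more. Their most abundant genes were Cd79b (8721, 7635 and 22321 counts), Ighm (11274, 4491 and 9773), Bank1 (12824, 11631 and 3188), Ms4a1 (6626, 1797 and 7457) and Cd79a (4971, 1737 and 5137), besides Igkc. Of 251 immunoglobulin genes 59, 51 and 62 had 10 counts or more in these 3 libraries. TetLowProg replicate 9 was the fourth library above, through Ighm alone (8777 counts). None of the other 6 libraries held more than 0.0242% on the list, against 0.297% to 0.347% in the 3. The 3 libraries were picked for the highest shares, so lower shares in the other 6 were certain beforehand and are no test of carry-over. The values show only that reads carried over evenly from those 6 could not reach a share above 0.0242%. Reads carried over among the 3 were not tested and stay open. RNA from B cells, free or in cells sorted along with the T cells, is a candidate explanation that these values allow. The study picked 10 of the 11 genes from the same libraries as higher in TetLowReg, and 1 of the 11 was found in a TetHighProg library. The low detection of genes in TetHighProg limits the contrast, because B cell transcripts there would also have been lost. Whether regressing and progressing tumors differed in B cells was not tested and stays open.

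With limits of 1% for class II genes and 0.1% for B cell genes, chosen after the shares had been seen, both lists were above or both below their limits in 9 of 9 libraries, which decides nothing because the limits were set to the shares. TetLowProg replicate 9, whose B cell share of 0.0242% was above every TetHighProg library but below the limit, held 0.0156% on class II genes. Class II transcripts were also found without those of B cells. TetHighProg replicate 1 had 49998 counts of H2-Ob and replicate 2 had 37532 of Cd74, each with 1 count on the B cell list. For TetLowReg replicates 7 and 8 and TetLowProg replicate 12, RNA from B cells and expression by the T cells themselves both stay open.

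Macrophage and dendritic cell transcripts reached 0.885% in TetLowReg replicate 7 (0.882 to 0.888), against a highest TetHighProg value of 0.154% in replicate 1 (0.153 to 0.156), which came from Lyz2 alone (51557 counts). TetLowReg replicate 8 was also above, at 0.157% (0.155 to 0.159). In TetLowReg replicate 7 9 of the 16 genes had 10 counts or more. Lyz2 had 299515, Cd68 6085, Ctss 4621, Cst3 3507, Fcer1g 3485, Spi1 2677 and Tyrobp 1585 counts, while C1qa, C1qb and C1qc had 0. RNA from macrophages or dendritic cells is consistent with the 9 genes found, and the genes at 0 leave open which of these cells it could be. In the other libraries the share was 0.117% in TetLowProg replicate 12, 0.0370% in TetHighProg replicate 5 and 0.00731% in TetLowProg replicate 9. Of the 16 genes 1 is among those the paper lists as higher in TetLowReg and 2 were found in a TetHighProg library.

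Erythroid transcripts reached 0.00696% in TetLowProg replicate 12 (0.00667 to 0.00726), with 0.00312% and 0.00334% in TetLowReg replicates 7 and 8, and 0 counts in TetHighProg. TetLowReg replicate 6 was the fourth library above 0, with 1 count. At least 3 of 5 genes had 10 counts or more in each of the first 3 libraries. Hbb-bs had 1133, Hba-a1 565 and Hba-a2 495 counts in TetLowProg replicate 12. A source in red blood cells or their precursors is a possible explanation that these 3 genes allow. Of the 5 genes 1 is in the paper's list of genes higher in TetLowReg.

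CD4 T cell and Treg transcripts reached 0.00639% in TetLowReg replicate 7 (0.00613 to 0.00665), 0.00388% in TetLowReg replicate 8 and 0.00600% in TetLowProg replicate 12, against 0.000225% in TetHighProg replicate 5. In TetLowReg replicate 7 3 of 5 genes had 10 counts or more, with 2020 counts of Cd4, 175 of Ikzf2 and 123 of Foxp3. TetLowReg replicate 8 had 585 counts of Foxp3, and TetLowProg replicate 12 had 944 of Ikzf2 and 945 of Il2ra but 2 of Cd4. RNA from CD4 T cells could account for the 3 genes in TetLowReg replicate 7, where dendritic cells or macrophages that carry Cd4 were not tested apart. Of the 5 genes 1 is in the paper's list of higher genes and 1 was found in a TetHighProg library.

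The list for CT26 tumor and stroma did not stand out. Its highest share was 0.0372% in TetHighProg replicate 1, against 0.0122% in TetLowProg replicate 9 and 0.00260% in TetLowReg replicate 8. Of the 12 genes of that list 2 were found in a TetHighProg library.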

How the results depend on the processing

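The alternatives for this part were set before the data were examined, except the tests by DESeq2 on the 2 groups alone with its ranking, the models with the side of genes detected, the correlation on log2 CPM with no filter and the TRBV differences in CPM with a library left out, which were chosen after seeing the data. The cause of a change was not tested except where the alternative itself tests fewer genes or libraries.

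The number of genes called depended on the tool. EdgeR gave 0 genes called in each comparison, with 1135, 1475 and 54 at an unadjusted p of 0.05 (TetLowReg and TetLowProg each against TetHighProg, and TetLowProg against TetLowReg), and 0 in each with no filter, with the strict filter, with mitochondrially encoded genes left out and with no threshold on the fold change. Limma-voom gave 2411, 2901 and 0, DESeq2 with default size factors 1809, 2357 and 62, and with poscounts factors 1016, 853 and 27. On the 2 groups alone DESeq2 gave 1060, 1954 and 10, and with one library left out between 1010 and 3020, 1936 and 4915, and 495 and 1412. With the side of genes detected as a term it gave 1904, 2161 and 1421, and edgeR with that term 0 in each. With the libraries parted at the largest difference in genes detected instead of the largest ratio, DESeq2 gave 2237, 2170 and 1421. EdgeR gave 0 in each. In the first and second comparison that fit rests on 1 low avidity library, TetLowReg replicate 6 and TetLowProg replicate 10. The 2237 and 2170 therefore show neither a direction nor a number of changed genes for the groups. EdgeR on the 2 groups alone called 2, 1 and 1, and library size alone called 1 in TetLowProg against TetHighProg. Leaving out a library in edgeR gave 0 calls, except that TetLowProg against TetLowReg ranged from 0 to 2 (without TetLowProg replicate 12).

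Of the values for named genes under the alternatives, 245 kept direction and side of the threshold, 71 became called and 10 changed direction. The strict filter and edgeR on the 2 groups gave no value for most of the named genes, which they do not test. Tcf7 in TetLowReg against TetHighProg was -1.21, 3.77 with limma-voom, and from -6.33 (without TetLowReg replicate 8) to 2.46 (without TetHighProg replicate 5) with a library left out. H2-Ob was 0.15, -0.32 with no filter, -0.26 with library size alone, -3.22 with poscounts factors and -0.49 with DESeq2 on the 2 groups, and from -0.51 (without TetHighProg replicate 2) to 16.94 (without TetHighProg replicate 1).

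Camera of limma gave 3, 0 and 2 lists called in the 3 comparisons. In TetLowReg against TetHighProg the number of lists called was 0 with fry, 0 with the strict filter and 0 on the 2 groups alone, and from 2 to 5 with a library left out (5 without TetHighProg replicate 2). In TetLowProg against TetHighProg it ranged from 0 to 2 (2 without TetHighProg replicate 1, 1 without TetHighProg replicate 5 or TetLowProg replicate 10). In TetLowProg against TetLowReg it was 0 with fry, 0 with the strict filter, 1 with preranked GSEA, 4 on the 2 groups alone, 4 without mitochondrially encoded genes, and from 0 (without TetLowProg replicate 9 or 10) to 5 (without TetLowProg replicate 12). The strict filter kept 1290 genes and left several lists with too few to test. Of the values for lists 533 stayed as they were, 18 became called, 17 lost their call and 39 changed sign. The side of the other genes on which camera placed a list changed in 70 of 504 settings of lists not called and in 0 of 49 of lists called.

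In TetLowReg against TetHighProg the DNA damage and apoptosis list (0.29) was -0.69 on the 2 groups alone and -0.000666 with library size alone, had a normalized GSEA score of -1.23, and ran from -1.16 (without TetLowReg replicate 7) to 2.57 (without TetLowReg replicate 6). It was also negative without TetHighProg replicate 2 (-0.36). The T cell list (0.69) had a GSEA score of -1.39 and ran from -0.39 (without TetHighProg replicate 2) to 2.00 (without TetHighProg replicate 5). The mitochondrial OXPHOS list (1.60) had a score of -1.50. In TetLowProg against TetHighProg the GSEA score was -1.54 for the T cell list and -1.90 for mitochondrial OXPHOS, whose mean ran from -0.20 (without TetHighProg replicate 2) to 0.60 (without TetLowProg replicate 10) and was -0.12 without TetLowProg replicate 12. GSEA scores compare a list with the other genes, so their sign can differ from that of the mean. The proteasome list was -0.63 with the strict filter in this comparison and -1.07 in TetLowProg against TetLowReg.

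In TetLowProg against TetLowReg many lists changed sign with 1 library left out. Without TetLowReg replicate 6 and without TetLowProg replicate 10, in this order, the lowest and highest means were -0.64 and 2.79 for T cell, -0.47 and 4.25 for cytotoxicity (GSEA score -0.73), -0.47 and 3.15 for exhaustion, -0.71 and 3.42 for TCR signaling, -0.43 and 3.42 for glycolysis, -0.86 and 3.75 for autophagy, -2.01 and 2.60 for nuclear OXPHOS, -0.69 and 3.19 for ribosomal proteins, -1.67 and 3.55 for proteasome, and -0.36 and 3.80 for MCM helicase. For progenitor they were -0.95 and 4.26 (without TetLowReg replicate 8), for macrophage and dendritic cell -3.77 and 1.64 (without TetLowReg replicate 7) and for mitochondrial OXPHOS -3.34 and 0.0178 (without TetLowReg replicate 7). The TRBV list ran from -0.28 (without TetLowProg replicate 9) to 3.46 (without TetLowProg replicate 10). Without TetLowProg replicate 9 the signs of T cell (-0.56), cytotoxicity (-0.05), TCR signaling (-0.26), nuclear OXPHOS (-0.87), ribosomal proteins (-0.11), proteasome (-1.10) and macrophage and dendritic cell (0.03) also changed. So did macrophage and dendritic cell without TetLowProg replicate 10 (0.35), and nuclear OXPHOS (-0.43) and proteasome (-0.82) without TetLowProg replicate 12.

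Of the enrichment scores 141 stayed as they were, 10 became called, 3 lost their call and 9 changed sign. On the 2 groups alone TCR signaling was -0.335, Signaling by Interleukins -0.324 and Interferon Signaling -0.221. With the strict filter Regulation of Apoptosis was -0.320, Cellular response to hypoxia -0.401 and Glycolysis -0.519. With a library left out Double-Strand Break Repair ran from -0.336 (without TetLowReg replicate 7) to 0.406 (without TetHighProg replicate 2) and Glycolysis from -0.359 (without TetLowReg replicate 8) to 0.414 (without TetHighProg replicate 5), with -0.236 without TetLowReg replicate 7. Among values of camera for pathways 127 stayed, 2 became called and 1 changed sign, Regulation of Apoptosis at -0.0697 with the strict filter. The number of Reactome sets called was 0, 1 with preranked GSEA, and 0 to 1 with a library left out (1 without TetHighProg replicate 1). Camera placed an uncalled pathway on the other side of the remaining genes in 26 of 119 settings.

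The difference in genes detected between TetLowProg and TetLowReg was -114, 968 at 100 counts, 4.67 after thinning, and from -2398 (without TetLowReg replicate 6) to 1922 (without TetLowProg replicate 10), with 1221 and 836 without TetLowReg replicates 7 and 8. The differences of both groups from TetHighProg kept their sign in every setting. Thinning left 3398 and 3403 genes of them. The principal component ratio was 0.997, 1.03 over all tested genes and 0.967 on log2 CPM, and from 0.892 (without TetHighProg replicate 2) to 1.18 (without TetLowReg replicate 6), with 1.07 without TetHighProg replicate 5 and 1.17 without TetLowProg replicate 10. The correlation of both low avidity contrasts was 0.892, 0.527 with no filter (0.566 on log2 CPM, chosen after seeing the data), 0.905 with the strict filter, and from 0.708 (without TetHighProg replicate 5) to 0.739 (without TetHighProg replicate 1). Of the genes of Table S2, 66 were found in all 3 TetLowReg libraries, and 164 at 1 count. The TRBV difference between TetLowReg and TetHighProg was 245 CPM where the share of the largest gene gave -27.3. The 245 rests on TetLowReg replicate 6, without which it was -111 (chosen after seeing the data), and it ran from 177 (without TetHighProg replicate 2) to 435 (without TetLowReg replicate 7) without the other libraries, with 412 without TetLowReg replicate 8. Between TetLowProg and TetLowReg the TRBV difference was -333 CPM, and 23.4, -523 and -500 without TetLowReg replicates 6, 7 and 8.

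No paired analysis was possible because the groups share no replicate numbers. The paper gives 3 progressing tumors as the source of TetHighProg and of TetLowProg, but no label links their libraries. The tests treat these groups as independent and leave out any pairing by tumor. Depth did not set how many genes were found. TetHighProg replicate 5 had 22688777 gene counts and 3181 genes detected, and TetLowReg replicate 6 had 22040786 and 766. A gene missing from a library with few genes detected is therefore not shown to be silent in its cells.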

Differences from the paper's values

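In this part the tests by DESeq2 on the 2 groups alone, with or without a term for genes detected, were chosen only after the values were seen, and the other alternatives were set before the data were examined.

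The paper's count of genes higher in TetLowReg than in TetHighProg is 1054, and edgeR called 0 here, with 1105 higher at an unadjusted p of 0.05. At the spread estimated from these libraries edgeR also recovered 0 of 200 simulated genes raised 16-fold, so its 0 does not exclude changes of that size. Larger changes, such as many of those the paper lists, were not simulated, and the simulated genes varied independently. Whether the 0 of edgeR counts against the paper's number therefore stays open. Of the same 200 genes DESeq2 on the 2 groups alone recovered 30, while it called 348 unchanged genes. Of 15 alternatives set beforehand 1 came within 1.5 times of the paper's count, DESeq2 with poscounts size factors (966 higher), which drops 456 of the paper's 1054 genes. DESeq2 with default size factors called 1767, of which 903 are among the paper's genes (151 dropped), and limma-voom called 2399 (900 shared, 154 dropped). EdgeR on the 2 groups alone called 2, 1 of them in the paper's table, and the remaining alternatives set beforehand called 0 genes higher. The 2 groups alone in DESeq2, chosen after seeing the values, called 1045, which drops 135 of the paper's genes. For genes lower in TetLowReg the paper's count is 17 and the count here was 0 with edgeR (30 at an unadjusted p of 0.05). Limma-voom gave 12, which drops 12 of the paper's 17 genes, DESeq2 with default factors gave 42 (4 dropped) and with poscounts factors 50 (8 dropped), and no other alternative set beforehand called any. With DESeq2 on the 2 groups alone, chosen after seeing the values, the count was 15 which drops 5 of the 17. With the side of genes detected (parted between 1298 and 3181 genes) as a further term, also chosen after seeing the values, DESeq2 on the 2 groups called 1604 higher and 300 lower, and 683 of these are among the paper's 1071 genes. In that model TetLowReg replicate 6 was the only TetLowReg library on the side with few genes. TetHighProg replicate 5 was the only TetHighProg library on the side with many. Each side thus rests on a single library of a group, which limits these calls too. Parted between 3181 and 6443 genes, also chosen after seeing the values, TetLowReg replicate 6 was the only TetLowReg library on the side of the TetHighProg libraries. That later fit rests on 1 TetLowReg library, and most of its calls went the other way, lower in TetLowReg. Its calls are therefore not set against the paper's count, and the direction of calls with such a term depends on where the libraries are parted.

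The sets behind the scores here were those supplied with fgsea, while the paper used ReactomePA, and their members were not compared. Of 130 genes in the set for cell cycle checkpoints 86 were ranked. For regulation of apoptosis 45 of 51 were ranked, and for glycolysis 15 of 32. A gap in scores is therefore not shown to come from the ranking alone. The paper's enrichment score for cell cycle checkpoints is 0.67, against 0.289 here. Of 14 alternatives set beforehand DESeq2 with default size factors (0.462) came close enough, and the other 13 did not, nor did DESeq2 on the 2 groups alone (0.444), chosen after seeing the values. For regulation of apoptosis the paper's score is 0.67 and the score here 0.360, which none of the 14 alternatives set beforehand closed. A ranking by DESeq2 on the 2 groups alone, chosen after seeing the values and dropping 135 of the paper's 1054 genes, gave 0.474. For glycolysis the paper's score is 0.56 and the score here 0.289. It was 0.414 without TetHighProg replicate 5, 0.530 with default and 0.572 with poscounts size factors of DESeq2, and the other alternatives set beforehand did not close the gap. Ranked by DESeq2 on the 2 groups alone, chosen after seeing the values and with 135 of the paper's genes dropped, it was 0.409.

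For Nfatc3 and Cd86 the TetHighProg libraries have 0 counts, so the counts give only a lower bound (at least 11212-fold and 3272-fold higher) and a fitted fold change depends on how each tool treats the 0 counts. Neither the fitted values here nor closeness to the paper's measure the size of the change. The paper's log2 fold change of Nfatc3 is 26.58 (standard error 3.85 in the paper's table), against 16.46 here. DESeq2 with default (28.96) and with poscounts size factors (30) fell within the error and the other 10 of 12 alternatives set beforehand did not, while DESeq2 on the 2 groups alone, chosen after seeing the values and dropping 135 of the paper's genes, gave 29.37. For Cd86 the paper gives 24.61 (standard error 3.94) and the value here was 15.01. It was 26.51 with default and 24.96 with poscounts size factors, not within the error under the other 10 alternatives set beforehand, and 26.80 with DESeq2 on the 2 groups alone, which was chosen after seeing the values and drops 135 of the paper's genes. For Irf8 the paper gives 24.98 (standard error 3.92) and the value here was 13.33, with no setting of the 12 set beforehand or of DESeq2 on the 2 groups alone (13.26) within the error.

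Of the 15 genes the paper names for this comparison 14 are in its table of called genes, and edgeR called none of the 13 it tested, with 11 at an unadjusted p of 0.05. DESeq2 with default size factors called 14 of 14 tested, with poscounts factors 9 of 9, limma-voom 10 of 13, and DESeq2 on the 2 groups alone, chosen after seeing the values and dropping 135 of the paper's genes, 12 of 12. The direction of each tested gene was that of the paper. Of the 4 genes it names between TetLowProg and TetLowReg, DESeq2 with default size factors called Tada2a, Cnpy2 and Igkv1-135, and on the 2 groups alone, chosen after seeing the values and leaving out Tada2a and Bckdhb of the paper's 4 genes, called Cnpy2 and Igkv1-135.

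The paper states enrichment of each of its Reactome processes in TetLowReg. The 9 that could be repeated had positive scores in the ranking by edgeR, and none was called there, by camera or by fry. Cell cycle checkpoints and regulation of apoptosis were called by GSEA without TetHighProg replicate 5, and signaling by interleukins with no filter (0.483, adjusted p = 0.00229, from a range of up to 0.915 over the alternatives), with default size factors of DESeq2 (0.581), and with DESeq2 on the 2 groups alone (0.559), chosen after seeing the values with 135 of the paper's genes dropped.

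The paper states that autophagy genes were lower in TetLowReg. The list for autophagy here had a mean difference of 2.96 against 2.81 over all genes, with an unadjusted p of 0.845 from camera of limma, two-sided. Dnase2a, the gene the paper names there, was lower as the paper states, with a log2 fold change of -12.39 (adjusted p = 0.236 from edgeR). It also states that genes of TCR signaling and oxidative phosphorylation were higher. The TCR signaling list had a mean of 2.62 and the mitochondrial OXPHOS list 1.60, both under the mean of all genes and not called. Nuclear OXPHOS had 3.18, above that mean. The median of the TCR signaling list was 3.19, against 3.04 over all genes. Mitochondrial OXPHOS took 1.05%, 42.2% and 12.8% of the gene counts in TetLowReg replicates 6, 7 and 8, and 2.05% to 4.81% in TetHighProg libraries. TCR signaling took 1.06%, 0.271% and 0.322% in the same TetLowReg libraries, and 0.549% to 1.02% in TetHighProg libraries. The Reactome set for TCR signaling had an enrichment score of 0.409 (unadjusted p = 0.306 and adjusted p = 0.673 from preranked GSEA), and -0.335 on the 2 groups alone. Its mean difference of 2.82 was close to the 2.81 of all genes, and camera of limma did not tell it from the other genes (unadjusted p = 0.985). Respiratory electron transport had a score of 0.403 (adjusted p = 0.673 from preranked GSEA). It was called without each TetHighProg library in turn, with no filter and with limma-voom, and not called without TetLowReg replicate 6, 7 or 8, with the strict filter, with library size alone, on the 2 groups alone, without mitochondrially encoded genes or in any ranking by DESeq2. The paper states higher Tcf-1 in low avidity cells, from staining. Tcf7 had a log2 fold change of -1.21 in TetLowReg and 0.62 in TetLowProg. The DNA damage and apoptosis list, which the paper gives as lower, lay under the mean of all genes. Its share of the gene counts was at most 0.112% in a TetLowReg library and at least 0.227% in a TetHighProg library. By that share the cytotoxicity list, which the paper gives as higher, lay lower too. It took at most 0.155% in a TetLowReg library and at least 0.161% in a TetHighProg library. The cytotoxicity mean of 3.04 and median of 5.37 lay above those of all genes, and the list was not called. The class II list, which the paper gives as higher, lay above the mean of all genes.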

Other observations

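The tests of gene capture by genes that every cell uses and of the sides of the first principal component were chosen only after the result was seen, and so were the counts of splits for DESeq2 on the 2 groups alone, the models with the side of genes detected and the simulations and regroupings with no filter on low counts.

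More genes were higher than lower in TetLowReg against TetHighProg. A difference in library size is argued against, because 93.3% of the difference in genes detected stayed after thinning every library to one total. A few genes taking most of the counts are argued against as well, since 98.3% of the difference stayed with the 10 largest genes of each library left out and the rest thinned to one total. Fewer transcripts captured in the TetHighProg libraries remain a candidate explanation. The median TetHighProg library had 67.9% of the genes for ribosomal proteins, proteasome and nuclear OXPHOS under 10 counts, although cells of every kind use these genes. TetLowReg replicate 6 and TetLowProg replicate 10 lacked most of them too, so that low capture was not confined to TetHighProg. How many cells went into each library is not given, and a lower RNA content of the high avidity cells was not tested and stays open.

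On the first principal component every library on the one side had at least 3181 genes detected and every library on the other at most 1298. The number of genes detected may therefore set the first component, which parts libraries within each group. A biological difference between mice of one group was not tested. Spearman correlations between libraries ran from 0.291 to 0.668 within groups and from 0.258 to 0.615 between groups.

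Chance cannot be excluded for the counts of calls above 0, since 3 libraries against 3 make 10 splits and the smallest share they can give is 1 of 10. For TetLowReg against TetHighProg 1 of 10 splits gave as many lists as the real one and 4 of 10 as many calls by DESeq2 on the 2 groups alone. For TetLowProg against TetHighProg 3 of 10 gave as many DESeq2 calls, and for TetLowProg against TetLowReg 6 of 10 gave as many lists and 10 of 10 as many DESeq2 calls. Where the real count was 0, as for edgeR in the 3 comparisons, for Reactome sets and for lists in TetLowProg against TetHighProg, 10 of 10 was certain beforehand and says nothing about chance. The split of TetHighProg replicates 1 and 2 with TetLowReg replicate 6 from the other 3 libraries, which follows the number of genes detected, gave 2428 calls by DESeq2 against 1060 for the real groups. The like split of TetHighProg replicates 1 and 2 with TetLowProg replicate 10 gave 3110 against 1954. With the side of genes detected (few or many genes, parted between 1298 and 3181, the largest ratio of neighboring libraries) as a term beside the group, the number of genes called by edgeR was 0 in each comparison (330, 389 and 83 at an unadjusted p of 0.05), with a smallest adjusted p of 0.377, 0.339 and 1. DESeq2 on the 2 groups with the same term called 1904, 2161 and 1421 genes, of which 716, 195 and 10 were also called without it. Parted between 3181 and 6443 instead, the largest difference, TetHighProg replicates 1, 2 and 5 fell on the side with few genes. There TetLowReg replicate 6 and TetLowProg replicate 10 were the only low avidity libraries. The contrasts with TetHighProg then rested on 1 library of each low avidity group, so their calls cannot show a direction for the groups. Between TetLowProg and TetLowReg edgeR called 0 genes (63 at an unadjusted p of 0.05). DESeq2 on these 2 groups called 1421, of which 10 were also called without the term. Either side was read from the same counts, and the libraries leave 5 residual degrees of freedom in edgeR and 3 in DESeq2, so these values do not part detection from avidity.

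Both low avidity contrasts went the same way. Whether the TetHighProg libraries that they share are the whole cause depends on the filter on low counts. With the filter 1.07% of regroupings of the 9 libraries gave a correlation of log2 CPM differences as high. With no filter 23.5% did, and the correlation of the fold changes was 0.527, against 0.489 to 0.520 in simulations without any change between groups. The share of these libraries in it thus stays open, and the values also do not part a shared biology of low avidity cells from the low number of genes detected in TetHighProg.

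Lists reported nowhere else had these values in TetLowReg against TetHighProg. Ribosomal proteins had a mean difference of 1.95 and a median of 2.14 over 87 genes (adjusted p = 0.155 from camera of limma), and were called lower than the other genes without TetHighProg replicate 2 (0.93, adjusted p = 0.0497). MCM helicase genes had 1.02 and 3.87 over 4 genes (0.530), macrophage and dendritic cell genes 4.09 and 3.23 over 5 genes (0.631), erythroid genes 4.98 and 5.22 over 3 genes (0.530) and TRBV genes 1.24 and -0.05 over 5 genes (0.530), where mean and median differ in sign. In TetLowProg against TetLowReg the mean was 1.43 for ribosomal proteins (adjusted p = 0.0585 from camera of limma), -2.25 for erythroid (0.167), -1.25 for macrophage and dendritic cell (0.273), 2.08 for MCM helicase (0.315), 1.30 for TRBV (0.659), 2.09 for DNA damage and apoptosis (0.0928) and 2.21 for progenitor (0.155). Preranked GSEA called ribosomal proteins there (adjusted p = 0.000403). The CT26 tumor and stroma list and the CD4 T cell and Treg list had fewer than 3 tested genes.

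The largest TRBV gene took 92.7 ± 9.19% of TRBV counts in TetHighProg (SD, n = 2), 65.3 ± 31.0% in TetLowReg (n = 3) and 25.9 ± 13.7% in TetLowProg (n = 2), with no TRBV counts in TetHighProg replicate 2 and TetLowProg replicate 10. The difference of TetLowReg from TetHighProg was -27.3 (two-sided exact permutation p = 0.4, smallest possible 0.1), that of TetLowProg -66.8 (exact p = 0.333, also the smallest possible) and that of TetLowProg from TetLowReg -39.5 (exact p = 0.2, smallest possible 0.1). The gene was Trbv13-2 in TetHighProg replicate 1 (86.2%, Clopper-Pearson 85.5 to 86.8), Trbv13-1 in TetHighProg replicate 5 (99.2%, 98.7 to 99.5), Trbv31 in TetLowReg replicate 6 (100%), Trbv13-3 in TetLowReg replicate 7 (55.7%, 48.4 to 62.8), Trbv13-2 in TetLowReg replicate 8 (40.4%, 38.2 to 42.6), Trbv17 in TetLowProg replicate 9 (16.2%, 15.7 to 16.7) and Trbv13-2 in TetLowProg replicate 12 (35.5%, 34.1 to 37.0). Trbv26 had 0 counts in all libraries.

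The sort markers were found unevenly. In TetHighProg replicates 1, 2 and 5 Cd8a had 0, 0 and 123 counts, Cd8b1 79539, 78155 and 45442, Cd3e 3828, 6 and 1109 and Cd44 0, 0 and 287. In TetLowReg replicates 6, 7 and 8 they had 47022, 2419 and 3680 (Cd8a), 8, 1250 and 4006 (Cd8b1), 0, 757 and 230 (Cd3e) and 0, 2 and 1421 (Cd44). In TetLowProg replicates 9, 10 and 12 the counts were 24040, 0 and 3755 (Cd8a), 39376, 75010 and 16482 (Cd8b1), 14452, 11486 and 1394 (Cd3e) and 1039, 0 and 697 (Cd44). Between TetLowReg and TetHighProg the log2 fold change was 8.92 for Cd8a (standard error 4.67) and -4.76 for Cd8b1 (standard error 2.81, adjusted p = 0.256 from edgeR).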
